# Disruption of *gul*-*1* decreased the culture viscosity and improved protein secretion in the filamentous fungus *Neurospora crassa*

**DOI:** 10.1186/s12934-018-0944-5

**Published:** 2018-06-16

**Authors:** Liangcai Lin, Zhiyong Sun, Jingen Li, Yong Chen, Qian Liu, Wenliang Sun, Chaoguang Tian

**Keywords:** *Neurospora crassa*, Mycelial morphology, Pellet, Viscosity, Protein secretion

## Abstract

**Background:**

The cellulolytic fungus *Neurospora crassa* is considered a potential host for enzyme and bioethanol production. However, large scale applications are hindered by its filamentous growth. Although previous investigations have shown that mycelial morphology in submerged culture can be controlled by altering physical factors, there is little knowledge available about the potential for morphology control by genetic modification.

**Results:**

In this study, we screened morphological mutants in the filamentous fungus *N. crassa*. Of the 90 morphological mutants screened, 14 mutants exhibited considerably higher viscosity compared with that of the wild type strain, and only two mutants showed low-viscosity morphologies in submerged culture. We observed that disruption of *gul*-*1* (NCU01197), which encodes an mRNA binding protein involved in cell wall remodeling, caused pellet formation as the fermentation progressed, and resulted in the most significant decrease in viscosity of culture broth. Moreover, over-expression of *gul*-*1* caused dramatically increased viscosity, suggesting that the *gul*-*1* had an important function in mycelial morphology during submerged cultivation. Transcriptional profiling showed that expression of genes encoding eight GPI-anchored cell wall proteins was lowered in Δ*gul*-*1* while expression of genes associated with two non-anchored cell wall proteins was elevated. Meanwhile, the expression levels of two hydrophobin genes were also significantly altered. These results suggested that GUL-1 affected the transcription of cell wall-related genes, thereby influencing cell wall structure and mycelial morphology. Additionally, the deletion of *gul*-*1* caused increased protein secretion, probably due to a defect in cell wall integrity, suggesting this as an alternative strategy of strain improvement for enzyme production. To confirm practical applications, deletion of *gul*-*1* in the hyper-cellulase producing strain (∆*ncw*-*1*∆*Ncap3m*) significantly reduced the viscosity of culture broth.

**Conclusions:**

Using the model filamentous fungus *N. crassa*, genes that affect mycelial morphology in submerged culture were explored through systematic screening of morphological mutants. Disrupting several candidate genes altered viscosities in submerged culture. This work provides an example for controlling fungal morphology in submerged fermentation by genetic engineering, and will be beneficial for industrial fungal strain improvement.

**Electronic supplementary material:**

The online version of this article (10.1186/s12934-018-0944-5) contains supplementary material, which is available to authorized users.

## Background

Filamentous fungi are widely used for industrial scale production of antibiotics, proteins and many other useful chemicals [1–3]. Unlike bacteria and yeast, filamentous fungi are morphologically complex microorganisms, which often leads to lots of process engineering problems during the fermentation process. When grown in submerged culture, fungi display different morphological forms, such as freely dispersed mycelia, clumps and pellets [4]. In general, the clump form predominates in fungal fermentations, resulting in high viscosity and a fermentation broth that shows several non-Newtonian characteristics. Although these disadvantages may not significant impact preliminary Erlenmeyer flask batch fermentations, when scaled up there are negative impacts on nutrient consumption and oxygen uptake, and a decrease in productivity. The simplest strategy to overcome this problem is to increase agitation speed. However, high impeller speed increases power consumption, and produces high shear stress that often damages fungal mycelia reducing product yield [5]. In contrast, the pellet growth form leads to Newtonian rheological behavior and low viscosities. As expected, lower power inputs are required for achieving sufficient agitation and mass transfer. Thus, the pellet morphology is preferred for many industrial processes, and it would greatly facilitate cost-effective production if one could design a way of controlling mycelial morphology during the fermentation process.

Many studies have reported on the effects of cultivation conditions and physical factors on fungal morphology, including media constituents, inoculum size, pH, temperature, agitation systems and the type of fermenter [5–8]. Since the genetics of morphogenesis is very complicated in filamentous fungi, there is little knowledge available about morphology control through genetic modification. In recent years, chemical and UV mutagenesis strategies have been widely used to create mutants that show low-viscosity morphology in submerged culture [9]. However, random mutagenesis is quite time-consuming, and it is also difficult to determine which gene is responsible for a desired phenotype.

In the past century, the filamentous fungus *Neurospora crassa* has been used as a model organism for genetic and molecular studies [10], leading to a range of genetic techniques and tools [11]. Compared with other filamentous fungi, only *N. crassa* possesses a near full genome deletion strain collection. Recently, *N. crassa* was deployed as a model to unravel mechanisms of lignocellulase expression and regulation due to its capacity to secrete lots of enzymes involved in lignocellulose utilization [12]. In addition, *N. crassa* has been reported to be a potential alternative candidate for heterologous protein expression and bioethanol production [13]. Several approaches have been employed to improve cellulase production, including regulation of the cellulase induction pathway, regulation of the unfolded protein response pathway, and by enhancing protein secretion [14–16]. Furthermore, *N. crassa* can be easily sexually crossed to generate multiple-gene mutants, which facilitates construction of hyper-cellulase producers. However, to our knowledge, *N. crassa* has not been used in industrial scale processes. One of the most limiting factors is its mycelial morphology in submerged culture. The *N. crassa* wild type strain exhibits a clump type of morphology, which results in high viscosity and mass transfer limitations. Although it is reported that *N. crassa* can grow as dispersed pellets following the addition of Triton N-101 or anionic polymer carboxypolymethylene [17, 18], investigations into the molecular controls of morphology could have great significance in industrial application.

Therefore, we screened 90 *N. crassa* morphological mutants to identify putative genes affecting mycelial morphology during submerged cultivation. Several candidate genes affected the viscosity of media when disrupted in *N. crassa*. Intriguingly, we found that disruption of *gul*-*1* (NCU01197), the homolog of *Saccharomyces cerevisiae ssd1*, led to a significant change in viscosity. In *S. cerevisiae*, SSD1 plays critical roles in maintaining cell wall integrity [19], and has been found to specifically associate with the mRNAs of proteins that are involved in cell wall remodeling [20]. SSD1 is also negatively regulated by the NDR family kinase Cbk1 through phosphorylation [21]. Deletion of *ssd1* alters the composition and cell wall architecture of the yeast cell surface [22]. Similar to the functions described for SSD1, GUL-1 is an important component of the NDR kinase COT-1 pathway, which is involved in the regulation of polarized growth in *N. crassa* [23, 24]. The NDR family kinase COT-1, which is a homolog of the *S. cerevisiae* Cbk1, is required for normal hyphal elongation [25]. The temperature-sensitive *cot*-*1* mutant exhibits cessation of tip extension and hyperbranching after being shifted to restrictive temperature. Disruption of *gul*-*1* can partially suppress the growth defects of *cot*-*1*. Thus, *gul*-*1* has been initially identified as a dominant modifier of *cot*-*1* [26]. Further investigation demonstrated that the Ste20 kinase POD-6 is involve in polar tip extension and also acts in the NDR kinase COT-1 pathway. The growth defects in *pod*-*6* and *cot*-*1* can be suppressed by the common extragenic suppressor, *gul*-*1*, suggesting that *gul*-*1* may function as a downstream mediator in this pathway [23]. Recently, Herold and Yarden provided strong evidence to support this hypothesis. Their results illuminated that the NDR family kinase COT-1 affects hyphal growth by influencing the transcript levels of cell wall remodeling genes, which is mediated by *gul*-*1* [24]. Despite the previous studies described above, the mechanism of how *gul*-*1* affects mycelial morphology in submerged culture remains unclear. In this study, we demonstrated that *gul*-*1* alters cell wall structure by influencing the expression of cell wall protein genes, which leading to changes in mycelial morphology. In addition, we also illustrated that morphology engineering enables enhanced protein secretion. Our findings enhance our understanding of the genetics of morphogenesis in filamentous fungi and provided a novel strategy for morphological engineering of filamentous fungi by genetic modification.

## Results

### A low-viscosity mutant from a morphological mutant library

Colot et al. [27] constructed a nearly complete genome disruption mutant collection. There were two 96-well plates in this collection relevant to our study. One plate was annotated as “Morphologicals”, the other was identified as “Hyphal Growth Set” [28]. To identify the key genes that play important roles in mycelial morphology during submerged cultivation, we screened these 90 *N. crassa* morphological mutants. The viscosities of the fermentation broths are shown in Fig. 1 and Table 1. According to microscope observations, the majority of mutants resembled the wild type (WT) in growth characteristics. Compared to WT, 14 mutants showed dramatically increased viscosity (> 50%) and two mutants showed decreased viscosity (> 50%). Deletion of NCU03938 (encoding an alternative oxidase-5) reduced viscosity by approximately 55%, but this mutant still grew as clumps. Conversely, loss of NCU01197, which was annotated as *gul*-*1* previously [23], resulted in the pellet growth form and reduced viscosity by more than 80% compared with WT. Thus, *gul*-*1* was selected for further investigation.

**Fig. 1:**
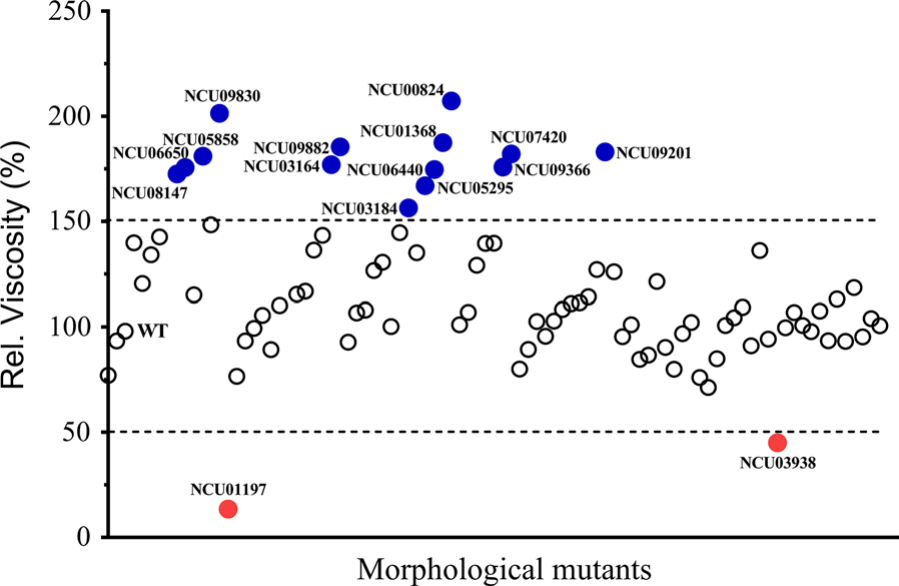
Screening of 90 morphological mutants in *Neurospora crassa*. Conidia from the wild type (WT) and morphological mutants were separately inoculated into Avicel medium and batch cultured for 7 days. The viscosities of culture broths altered by more than 50% compared with the WT are indicated as follows: blue dots, high-viscosity mutants; red dots, low-viscosity mutants

**Table 1:** List of morphological mutants in *Neurospora crassa*

No.	NCU no.	Annotation	Viscosity (cP)	Increased vs WT (%)
1	NCU07075	Calcium exchanger	267.5 ± 3.5	− 22.9
2	NCU09866	Thyroid hormone receptor interactor 12	324.5 ± 34.6	− 6.5
3	NCU09423	Secreted protein	340.5 ± 12.0	− 1.9
4	NCU05854	Hypothetical protein	430.0 ± 127.3	23.9
5	NCU05790	Phytochrome-2	418.5 ± 9.2	20.6
6	NCU05956	Glycosylhydrolase family 2–2	466.0 ± 36.8	34.3
7	NCU07617	Aconidiate-3	407.5 ± 88.5	17.4
8	NCU08147	P-type ATPase	599.0 ± 58.0	72.6
9	NCU06650	Secretory phospholipase A2	610.0 ± 56.6	75.8
10	NCU06531	Hypothetical protein	458.0 ± 116.0	32.0
11	NCU05858	Fatty acid oxygenase	630.0 ± 42.4	81.6
12	NCU06419	MAPK/ERK kinase	495.0 ± 41.4	42.6
13	NCU09830	Menadione-induced gene-12	700.0 ± 28.3	101.7
14	NCU01197	Gulliver-1	42.0 ± 2.8	− 87.9
15	NCU09364	Heat shock protein 30	261.0 ± 26.9	− 24.8
16	NCU06265	Hypothetical protein	324.5 ± 54.4	− 6.5
17	NCU01213	Superoxide dismutase-2	345.0 ± 83.4	− 0.6
18	NCU09494	Hypothetical protein	366.5 ± 75.7	5.6
19	NCU08741	Hyphal anastomosis-3	380.0 ± 127.3	9.5
20	NCU03894	Serine/threonine protein kinase-4	382.5 ± 95.5	10.2
21	NCU01833	Nonidentical kinase-2	401.0 ± 79.2	15.6
22	NCU02542	Embden–meyerhof pathway-1	406.0 ± 19.8	17.0
23	NCU01181	Acyl-CoA dehydrogenase-3	473.5 ± 79.9	36.5
24	NCU08225	High affinity nickel transporter nic1	498.0 ± 46.7	43.5
25	NCU03164	Two-component system response regulator	615.0 ± 62.2	77.2
26	NCU09882	Metacaspase-1A	644.5 ± 21.9	85.7
27	NCU09450	Regulatory particle, non-ATPase-like-2	322.5 ± 64.3	− 7.1
28	NCU02260	Regulatory particle, ATPase-like-3	370.5 ± 43.1	6.8
29	NCU00634	Ribosomal protein L14	375.0 ± 77.8	8.1
30	NCU03702	rRNA 2′-*O*-methyltransferase fibrillarin	440.0 ± 67.9	26.8
31	NCU08050	Hypothetical protein	453.5 ± 50.2	30.7
32	NCU06764	Proteasome catalytic alpha-2	490.0 ± 155.6	41.2
33	NCU00396	Pre-mRNA-splicing factor rse-1	502.5 ± 51.6	44.8
34	NCU03184	C2H2 conidiation transcription factor FlbC	543.0 ± 28.3	56.5
35	NCU02604	Hypothetical protein	456.0 ± 33.9	31.4
36	NCU05295	Proteasome catalytic alpha-5	580.5 ± 26.2	67.3
37	NCU06440	Proteasome catalytic alpha-4	607.5 ± 41.7	75.1
38	NCU01368	Proteasome catalytic beta-4	651.5 ± 68.6	87.8
39	NCU00824	Histone deacetylase-3	720.0 ± 14.1	107.5
40	NCU06429	Alpha-actinin	351.0 ± 38.2	1.2
41	NCU00554	Homoserine-1	371.5 ± 64.3	7.1
42	NCU08093	Hypothetical protein	448.5 ± 78.5	29.3
43	NCU00105	60S ribosome subunit biogenesis protein NIP7	484.5 ± 17.7	39.6
44	NCU03479	Endoribonuclease ysh-1	485.0 ± 77.8	39.8
45	NCU09366	Proteasome catalytic beta-6	611.0 ± 55.2	76.1
46	NCU07420	eIF4A	633.0 ± 53.7	82.4
47	NCU00467	COP9 signalosome-5	267.5 ± 17.7	− 22.9
48	NCU01408	COP9 signalosome-3	310.5 ± 0.7	− 10.5
49	NCU00923	Topogenesis of outer membrane beta barrel protein 37	336.5 ± 19.1	− 3.0
50	NCU04669	Hypothetical protein	332.0 ± 72.1	− 4.3
51	NCU04242	Period-6	357.0 ± 42.4	2.9
52	NCU02057	Autoinducer 2 sensor kinase/phosphatase luxQ	376.0 ± 1.4	8.4
53	NCU09842	Mitogen activated protein kinase-1	385.5 ± 33.2	11.1
54	NCU01033	Hypothetical protein	387.0 ± 83.4	11.5
55	NCU08875	Cullin binding protein CanA	397.0 ± 49.5	14.4
56	NCU00810	Glycosylhydrolase family 2–3	436.5 ± 19.1	25.8
57	NCU09201	Hypothetical protein	636.0 ± 58.0	83.3
58	NCU04096	Protein kinase-9	462.9 ± 18.3	33.4
59	NCU00204	Hypothetical protein	306.3 ± 33.6	− 11.7
60	NCU00355	Catalase-3	331.1 ± 26.7	− 4.6
61	NCU01225	Ubiquitin conjugating enzyme	259.0 ± 29.8	− 25.4
62	NCU01312	Regulator of conidiation in Aspergillus-1	336.1 ± 33.8	− 3.1
63	NCU01613	Protoperithecia-2	372.0 ± 31.1	7.2
64	NCU01642	Hypothetical protein	283.8 ± 22.9	− 18.2
65	NCU02133	Superoxide dismutase-1	262.7 ± 24.5	− 24.3
66	NCU02387	Nuclear import and export protein Msn5	306.3 ± 33.6	− 11.7
67	NCU02498	Cullin-3	334.9 ± 21.4	− 3.5
68	NCU02794	Soft	269.0 ± 43.9	− 22.5
69	NCU03013	Anchored cell wall protein-10	277.7 ± 45.7	− 20.0
70	NCU03076	Delta-1-pyrroline-5-carboxylate dehydrogenase	305.0 ± 21.2	− 12.1
71	NCU03125	NIMA-interacting protein TinC	304.9 ± 21.0	− 12.1
72	NCU03281	Transport of copper-2	347.3 ± 18.0	0.1
73	NCU03314	mob2-like-a	364.6 ± 20.6	5.1
74	NCU03623	Ubiquitin-conjugating enzyme E	291.3 ± 12.4	− 16.1
75	NCU06175	Peroxin 3	473.0 ± 38.1	36.3
76	NCU06255	Hypothetical protein	317.4 ± 17.8	− 8.5
77	NCU03938	Alternative oxidase-5	156.9 ± 32.6	− 54.8
78	NCU04264	Extracellular developmental signal biosynthesis protein FluG	331.1 ± 26.7	− 4.6
79	NCU04302	Ubiquitin-conjugating enzyme E	331.0 ± 15.6	− 4.6
80	NCU04513	Ubiquitin conjugating enzyme Ubc14	364.6 ± 20.6	5.1
81	NCU04533	Abundant perithecial protein	339.9 ± 28.5	− 2.1
82	NCU04834	Phytochrome-1	373.4 ± 23.4	7.6
83	NCU05046	E1–E2 ATPase-1	329.7 ± 27.9	− 5.0
84	NCU05591	ABC transporter CDR4	353.3 ± 47.1	1.8
85	NCU07378	Serine/threonine protein kinase-12	323.7 ± 37.2	− 6.7
86	NCU07728	Siderophore regulation	416.9 ± 9.8	20.1
87	NCU08055	b-ZIP transcription factor IDI4	331.1 ± 26.7	− 4.6
88	NCU08791	Catalase-1	361.0 ± 26.9	4.0
89	NCU03725	Vegetative incompatibility blocked-1	415.7 ± 20.2	19.8
90	NCU03043	C2H2 finger domain-containing protein FlbC	356.0 ± 19.8	2.6

### GUL-1 is involved in mycelial morphology in *N. crassa*

In order to determine the extent of the morphological changes conferred by *gul*-*1* disruption, we conducted a microscopic analysis of Δ*gul*-*1* grown under permissive temperature. When grown on agar plates at 25 °C, there were significant differences in hyphal elongation and branching frequency between Δ*gul*-*1* and WT. The Δ*gul*-*1* exhibited slow growth rate and hyperbranching (Additional file 1: Figure S1), which is consistent with previous observations [23]. These results indicated that disruption of *gul*-*1* substantially impact hyphal development in *N. crassa*.

A detailed analysis of the effects of disrupting *gul*-*1* on the rheological properties of mycelial broth was also performed. Conidia of WT and Δ*gul*-*1* were inoculated into Avicel medium and batch cultured for 7 days. The viscosity of WT increased to 557 ± 44 cp in the first 72 h before stabilizing until 120 h when the viscosity decreased significantly (Fig. 2). However, the rheological properties of Δ*gul*-*1* cultures were quite different from that of the WT. Firstly, the viscosity of Δ*gul*-*1* was much higher than that of WT 48 h post-inoculation, with its viscosity then decreasing dramatically during the time course of batch fermentation. After 7 days fermentation, the viscosity of Δ*gul*-*1* was only one-fifth that of WT (Fig. 2). According to microscopic observations, the WT showed a clump type of morphology. However, Δ*gul*-*1* grew as pellets that became more compact as fermentation progressed (Fig. 2). The diameter of pellets was about 350 ± 62 μm. Furthermore, scanning electron microscopy demonstrated that Δ*gul*-*1* exhibited much smoother surface than the WT (Additional file 2: Figure S2).

**Fig. 2:**
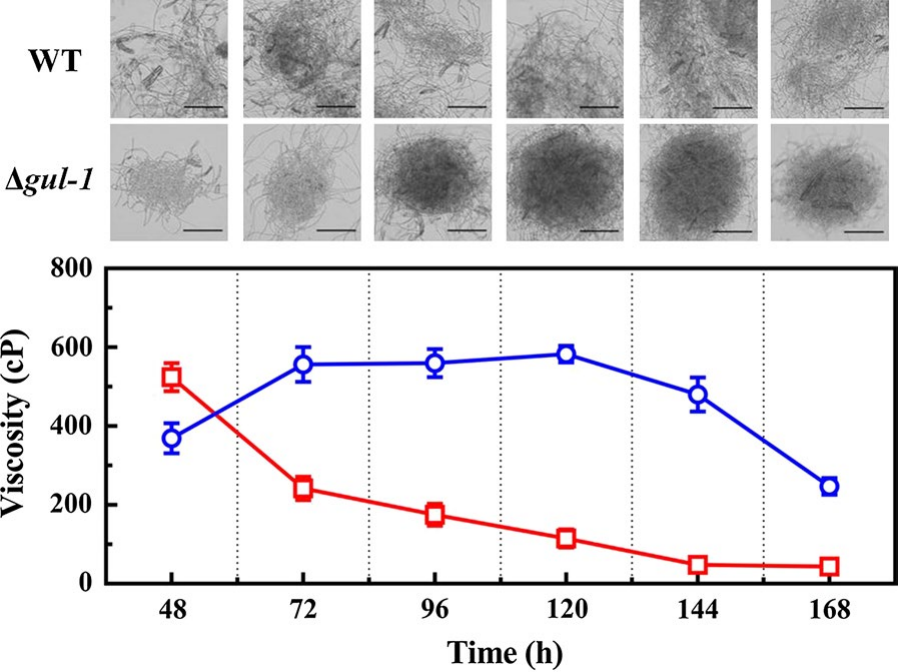
Mycelial morphologies of wild type and Δ*gul*-*1* mutant during submerged cultivation. Conidia from the wild type (WT) and *gul*-*1* mutant (Δ*gul*-*1*) were separately inoculated into Avicel medium and batch cultured for 7 days, and the viscosities of the broths were measured at 24 h intervals. The Δ*gul*-*1* mutant grew in pellet form, whereas the wild type exhibited a clump type morphology. Blue line indicates WT; Red line indicates the Δ*gul*-*1* mutant. Scale bar is 200 μm. Values represent the means of at least three replicates, error bars show standard deviation

It is well established that mycelial biomass significantly affects the apparent viscosity of fermentation broth. Thus, the biomass of Δ*gul*-*1* and WT were determined as described [14]. The results revealed that the dry weight of Δ*gul*-*1* was similar to that of the WT (Additional file 3: Figure S3). Thus, the change in rheological properties was due to the morphological change in mycelia, and not to a reduction in biomass.

In addition, fungal morphology in submerged cultures is affected by the type of carbon source [29]. The Δ*gul*-*1* grew as pellets, and exhibited dramatically reduced viscosity (> 50%) compared with that of WT when grown on glucose, xylose and fructose (Additional file 4: Figure S4) indicated that growth form is independent of the type of carbon source. This suggests that *gul*-*1* might be considered as a universal target for morphology control under different cultivation conditions.

To the best of our knowledge, this is the first report indicating that *N. crassa* can change morphological forms in submerged culture (from clump type to pellet type) through genetic modification.

### Expression level of *gul*-*1* affected culture viscosity

To determine whether *gul*-*1* expression levels affect the rheological properties of *N. crassa* fermentation, we engineered the Δ*gul*-*1* strain to express a C-terminal GFP-tagged GUL-1 under the regulation of either the native *gul*-*1* promoter (strain Pn-*gul*-*1*, complemented strain) or the constitutive *ccg*-*1* promoter (strain Pc-*gul*-*1*, *gul*-*1* over-expression strain). Complemented Pn-*gul*-*1* was indistinguishable from WT in any of the phenotypic assays performed in this study (data not shown). The Pc-*gul*-*1* strain showed WT growth rates on MM agar (Additional file 5: Table S1) and WT clump type morphology in submerged culture, but the viscosity was approximately 50% greater than that of WT (Fig. 3). These results indicate that *gul*-*1* plays important roles in controlling mycelial morphology during submerged cultivation.

**Fig. 3:**
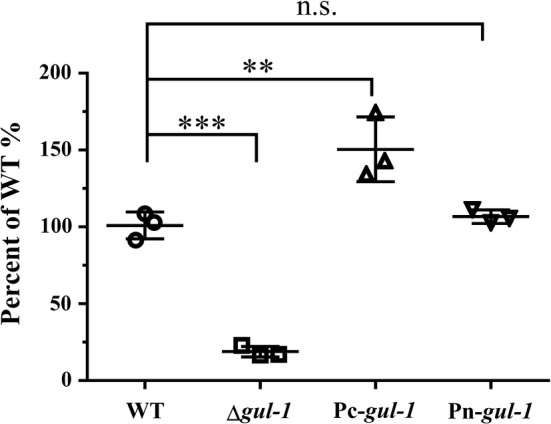
Comparison of the viscosity of culture broths from WT, Δ*gul*-*1*, Pc-*gul*-*1* and Pn-*gul*-*1* strains grown on Avicel medium for 7 days. The following strains were grown in 2% (w/v) Avicel media: the WT, the *gul*-*1* gene knockout mutant (Δ*gul*-*1*) and the complemented strain under either the control of the *ccg*-*1* promoter (Pc-*gul*-*1*) or the native promoter (Pn-*gul*-*1*). The viscosity was measured and displayed after normalization to the WT control according to percentage. Values represent the means of at least three biological replicates, error bars show standard deviation. Statistical significance was performed using a two-tailed Student’s *t* test (**P < 0.01; ***P < 0.001; n.s., not significant)

### Subcellular localization of the GUL-1 protein in *N. crassa*

To assess the subcellular localization of GUL-1 protein, we tracked the C-terminal GFP-tagged GUL-1 in the Δ*gul*-*1* strain. Under its native promoter, GFP-tagged GUL-1 fluorescence was hard to observe in mycelia, but detectable in conidia (data not shown), indicating that *gul*-*1* had a lower expression level in mycelium than conidia. When the GUL-1-GFP fusion encoding gene was under the control of the *ccg*-*1* constitutive promoter, GFP fluorescence was uniformly distributed in the cytoplasm of both hyphae and conidia (Fig. 4), similar to that reported for the *Colletotrichum lagenarium* Classd1p [30]. However, recent studies have shown that *S. cerevisiae* Ssd1, the homolog of *N. crassa* GUL-1, transiently localizes to the nucleus [31]. To address whether GUL-1 also enters the nucleus, we surveyed GUL-1 for a signal sequence using NLStradamus which predicted a putative lysine-rich nuclear localization signal (amino acids 497–507: KREKEEKKKRK) [32]. Thus, GUL-1 is probable a nucleocytoplasmic protein, which usually localizes to the cytoplasm. The detailed mechanism of nucleocytoplasmic shuttling of GUL-1 remains to be elucidated.

**Fig. 4:**
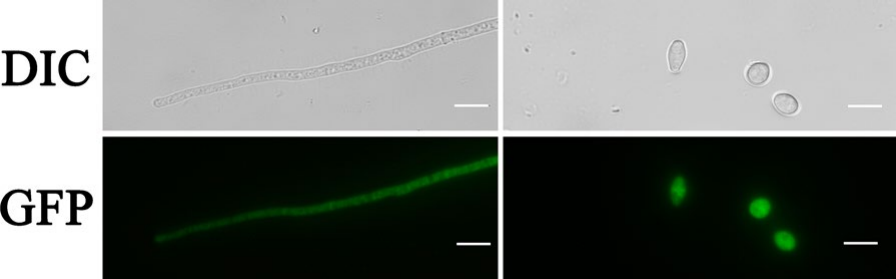
The subcellular localization of GUL-1 in *Neurospora crassa*. Locations of GUL-1 proteins were monitored by recording enhanced green fluorescent protein signal. Microscopic observation was performed with an OLYMPUS BX51 microscope. Scale bar is 10 μm

### Sensitivity to cell wall inhibitors and oxidative agents

Our results indicate that *gul*-*1* influences the mycelial morphology of *N. crassa*, so we determined whether Δ*gul*-*1* suffers defects in cell wall integrity. We therefore examined its sensitivity to cell wall perturbation, oxidative stress and high osmolarity. The results showed that Δ*gul*-*1* had increased sensitivity to Congo Red, which binds to β-1,3-glucans and interferes with cell wall construction [33]. Growth of Δ*gul*-*1* on MM containing 1 mg/mL Congo Red was reduced by 29.7 ± 0.3%, whereas growth of WT was only reduced by 17.7 ± 0.5%. Likewise, Δ*gul*-*1* showed increased sensitivity to Calcofluor White, which disrupts cell wall synthesis by binding to chitin [34]. Growth of Δ*gul*-*1* on MM supplemented with 200 μg/mL Calcofluor White was reduced by over 29.3 ± 1.3%, whereas growth of WT was only reduced by 19.1 ± 2.1% (Fig. 5), suggesting that the mutant had altered cell wall integrity. These data are consistent with other studies, where deletion of the *gul*-*1* homolog in the plant pathogen *Magnaporthe grisea* also resulted in hypersensitivity to Calcofluor White [30].

**Fig. 5:**
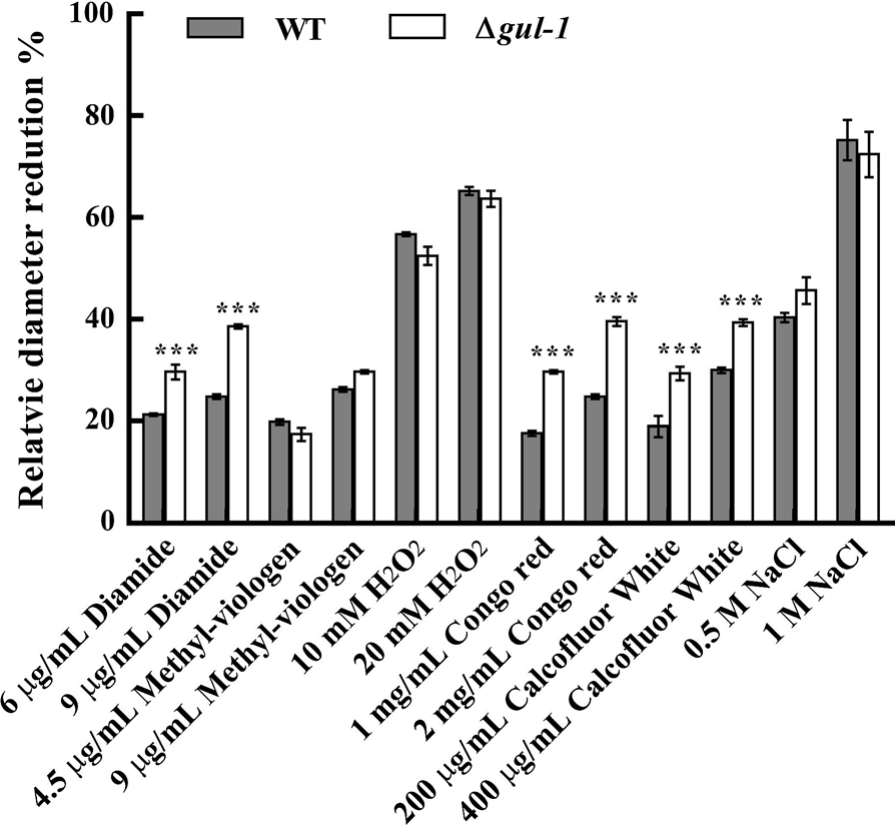
Effect of different concentrations of chemicals on hyphal growth in WT and Δ*gul*-*1*. Aliquots of 5 μL 1 × 10^7^ mL^−1^ spore suspensions of WT and Δ*gul*-*1* were incubated at 28 °C for 18 h on MM plates incorporating H_2_O_2_ (10, 20 mM), diamide (6, 9 μg/mL), methyl-viologen (4.5, 9 μg/mL), NaCl (0.5, 1.0 M), Congo Red (1, 2 mg/mL) or Calcofluor White (200, 400 μg/mL), and then the diameter of each colony was measured. Relative diameter reduction means the reduction of growth rate on MM containing chemicals compared with the growth on MM only. Values represent the means of at least three biological replicates, error bars show standard deviation. Statistical significance was performed using a two-tailed Student’s *t* test (***P < 0.001)

Oxidative stress was provided by hydrogen peroxide (H_2_O_2_), diamide or methyl-viologen. These oxidants elicit oxidative damage to fungal cells in different ways. H_2_O_2_ is a common oxidative agent able to react with many biological molecules including proteins and DNA [35]. Diamide triggers oxidative stress by oxidizing intracellular glutathione [36]. Methyl-viologen is a redox cycling reagent that produces superoxide anions under aerobic condition [37]. All three oxidative agents partially inhibited the elongation of hyphae in both Δ*gul*-*1* and WT strains; only diamide was more effective on Δ*gul*-*1* than the WT (Fig. 5). The growth of Δ*gul*-*1* on MM agar containing 9 μg/mL diamide was reduced by 38.6 ± 0.4% as compared to 24.8 ± 0.5% for the WT. These results indicate that *gul*-*1* has a role in glutathione-mediated antioxidant processes, but not in general oxidative stress protection of *N. crassa*.

Δ*gul*-*1* grown on MM medium supplemented with NaCl exhibited no greater sensitivity to osmotic stress than the wild type strain (Fig. 5), indicating that *gul*-*1* is not required for osmotic stress tolerance.

### Deletion of *gul*-*1* improved protein secretion

As a cellulolytic filamentous fungus, *N. crassa* possesses an extraordinary capacity to secret a wide variety of lignocellulolytic enzymes, making it a potential workhorse for production of industrial enzymes and high-value vaccines [38]. Based on our findings, we interrogated whether the defect in cell wall integrity would enhance protein secretion in *N. crassa*. The ability of WT and Δ*gul*-*1* to secrete cellulases was compared in Avicel medium. The Δ*gul*-*1* mutant secreted 25% more extracellular proteins 7 days post-inoculation. Although endoglucanase activity was unaffected, β-glucosidase activity in Δ*gul*-*1* was 56% higher than that of WT (Fig. 6). We also assessed whether disrupting *gul*-*1* would enhance protein secretion on other carbon sources. Compared with WT, the secreted protein titers in the Δ*gul*-*1* strain were 181, 57 and 43% higher than those of WT strain on sucrose, fructose or xylose, respectively (Additional file 4: Figure S4), suggesting that the enhancement of protein secretion in the Δ*gul*-*1* strain is independent of the carbon source. These results also indicate that cell wall integrity could play a critical role in protein secretion with implications for other filamentous fungi.

**Fig. 6:**
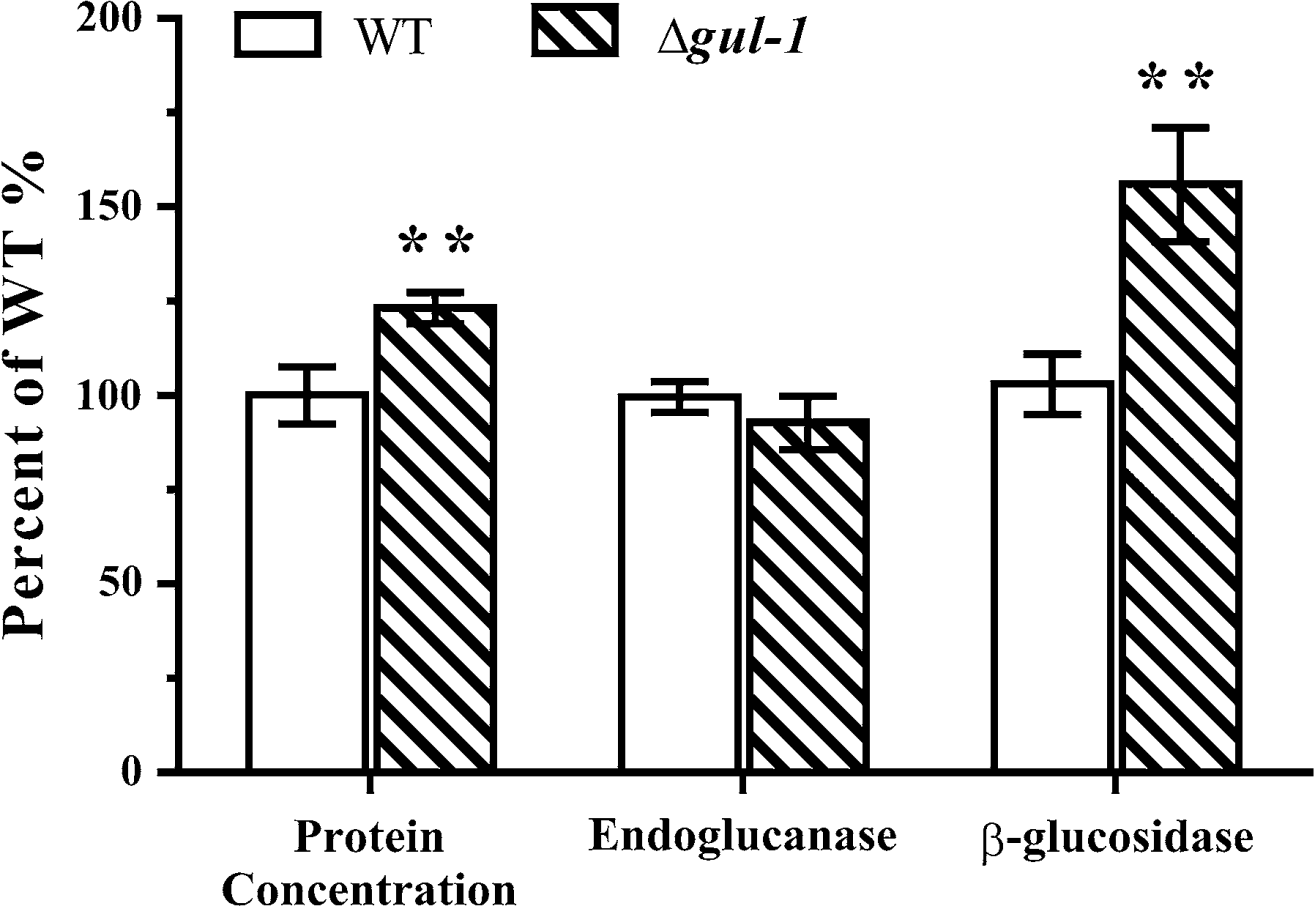
Phenotype of WT and Δ*gul*-*1* strains when grown on Avicel medium. Conidia from the wild type (WT) and the *gul*-*1* knockout mutant (Δ*gul*-*1*) were separately inoculated into Avicel medium and batch cultured. After 7 days, total extracellular protein concentration, endoglucanase activity and β-glucosidase activity were measured. Data were normalized to the WT control according to percentage. Values represent the means of at least three biological replicates, error bars show standard deviation. Statistical significance was performed using a two-tailed Student’s *t* test (**P < 0.01)

### Comparative analysis of transcriptomes of WT and the Δ*gul*-*1* strain

Disruption of *gul*-*1* in *N. crassa* caused pellet growth in submerged cultivation (Fig. 2). It is well established that fungal pellet formation is due to the combination of electrostatic interactions, hydrophobicity and specific interactions from cell wall components [39]. Based on the analysis above, we therefore hypothesized that the mechanism of pellet formation in Δ*gul*-*1* might feasibly be explained by changes in cell wall organization. To test this hypothesis, we evaluated transcriptional changes in the Δ*gul*-*1* mutant when grown on Avicel medium for 3 days using the WT as a control. 

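The deleted gene itself, *gul*-*1* (NCU01197, chromosome V of the NC12 assembly, 3209437 to 3214882), was read first as a check of the labels. It had 21537 reads and 203.7 RPKM in the WT library and 304 reads and 2.89 RPKM in the Δ*gul*-*1* library. This is a ratio of 0.0142, with a 95% counting interval of 0.0126 to 0.0159. RNA was taken from mycelia of *N. crassa*, a filamentous ascomycete, after 3 days on Avicel, a microcrystalline cellulose. There was 1 library for each strain, so no RNA-seq difference below has a replicate library and no p-value is given. The paper states that RT-PCR also verified expression differences, and those measurements were not analysed here. The authors mapped the reads with TopHat 2.0.8b, counted those that mapped to a single gene with HTSeq 0.5.4p2 (both versions are in the submitters' processing notes), calculated RPKM and ran NOISeq. Their deposited table holds 9730 genes, with 20461987 reads assigned to genes in the WT library and 20341292 in the Δ*gul*-*1* library. At least 1 read was found for 9065 genes in the WT library and for 9119 in the Δ*gul*-*1* library. The 50 most abundant genes in each library took 19.1% of the WT reads and 16.0% of the Δ*gul*-*1* reads. From this table, the ratio of Δ*gul*-*1* to WT RPKM was taken for each gene with RPKM above 20 in at least 1 strain, the expression floor of the paper's methods. A gene was counted as higher at a ratio of at least 2 and as lower at a ratio of at most 0.5. Intervals are exact 95% intervals from the reads of the 2 libraries and cover counting error only, not the variation between cultures. For the median gene past the floor, each end of this interval lay a factor of about 1.06 from the ratio. The median log2 ratio of the genes past the floor was 0.11 on the deposited RPKM and -0.04 after TMM scaling of the reads, which lowers every log2 ratio by the same amount. Gene positions are those that RefSeq gives for NC12, where 9729 of the loci were matched.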

RNA-seq data showed that the expression level of 101 genes was significantly lower in the Δ*gul*-*1* mutant, while the expression level of 145 genes increased (Additional file 6: Table S2). It is worth noting that the expression levels of several cell wall-related genes were significantly altered in Δ*gul*-*1*. These cell wall proteins are critical components of the fungal cell wall. 

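Of the 4409 genes past the expression floor, 171 were at least 2-fold higher in Δ*gul*-*1*, 116 were at least 2-fold lower and 4122 lay within 2-fold. The largest ratio among them was that of NCU09184, an indoleamine 2,3-dioxygenase gene whose enzyme class opens the kynurenine route of tryptophan breakdown, with 33 reads in the WT library and 1243 in the Δ*gul*-*1* library (37.9-fold higher, interval 26.8 to 55.3). A second gene with that annotation, NCU01402, was 15.9-fold higher, at 2.30 and 36.5 RPKM. The pheromone precursor gene *ccg*-*4* (NCU02500) stood at 104.8 RPKM in the WT and 1090 RPKM in Δ*gul*-*1*. Among the genes at least 2-fold lower, the smallest ratios belonged to NCU09968 (5742 and 7 reads) and NCU16528 (906 and 2 reads, a ratio of 0.0022 with an interval of 0.00027 to 0.0080), both hypothetical proteins, followed by *gul*-*1* itself and *eas*. The hypothetical protein gene NCU04276 was expressed at 3193 RPKM in the WT and 248.6 RPKM in Δ*gul*-*1*, and the abundant perithecial protein gene *app* (NCU04533) at 110.2 and 7.38 RPKM. Of the 287 genes, 144 were annotated as hypothetical proteins. The counting interval lay wholly beyond 2-fold for 141 of the higher and 105 of the lower genes. With the reads scaled by TMM or by median-of-ratios size factors, the counts were 137 higher and 151 lower.

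**Figure D1:**
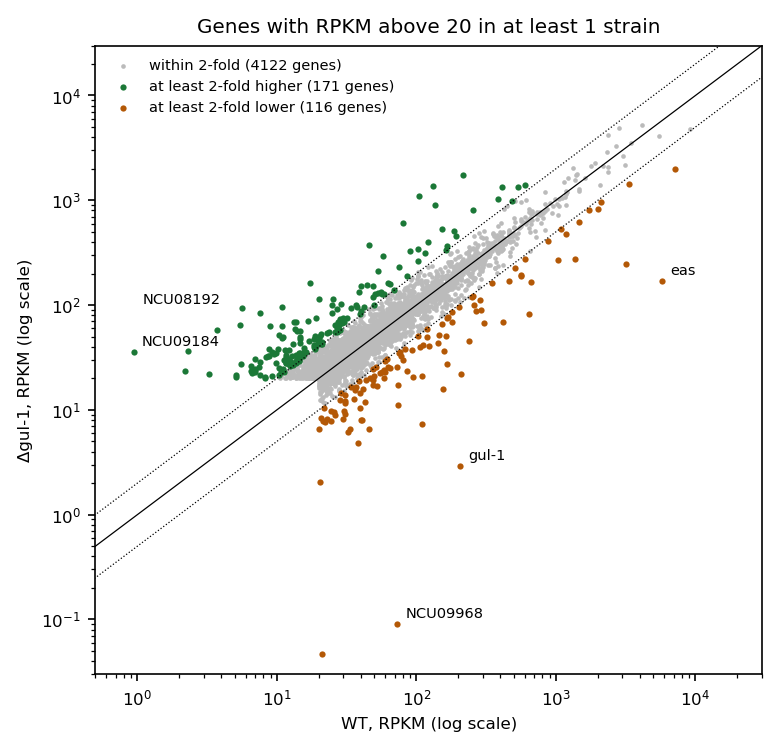
Expression of the genes with RPKM above 20 in at least 1 strain, with WT on the horizontal axis and Δ*gul*-*1* on the vertical axis, both in RPKM on log scales. Each point is 1 gene in 1 library per strain. The solid line marks equal values and the dotted lines 2-fold differences. The 171 genes above the upper dotted line include NCU09184 and NCU08192, and the 116 below the lower one include *gul*-*1*, *eas* and NCU09968.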

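Outside the proteome set of cell wall proteins, 30 genes carried a cell wall term in their annotation, and 16 of them passed the expression floor. Of these, 2 were at least 2-fold higher in Δ*gul*-*1*, 4 were at least 2-fold lower and 10 lay within 2-fold. The higher genes were NCU00399, annotated as the cell wall protein PhiA (4.21-fold, 5.10 to 21.5 RPKM), and NCU09791, a β-1,3-exoglucanase gene (3.36-fold, 14.6 to 49.0 RPKM). Among the lower genes, the anchored cell wall protein gene *acw*-*12* (NCU08171) went from 266.2 to 88.0 RPKM. The WSC domain gene NCU00309 had a log2 ratio of -1.36, and the β-1,3-glucanosyltransferase gene NCU08909, of a class that elongates and branches β-1,3-glucan chains, one of -1.11.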

Based on the manner in which they are attached to the cell wall polysaccharides, the cell wall proteins have been classified into two classes in *N. crassa*: GPI-anchored cell wall protein (ACW) and non-anchored cell wall protein (NCW) [40]. As previously reported, 22 cell wall proteins have been identified in *N. crass*a vegetative hyphae cell wall proteomic analysis [40]. Of the 22 identified genes, we detected 10 (45%) genes with altered expression (Fig. 7a and Additional file 7: Table S3). 

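Of the 22 genes, 20 passed the expression floor, and 2 of these were at least 2-fold higher in Δ*gul*-*1*, 10 were at least 2-fold lower and 8 lay within 2-fold. The 10 anchored cell wall (ACW) genes of the set comprised 4 lower and 6 within 2-fold. The 8 genes for glycoside hydrolases and other enzymes comprised 5 lower, 1 within 2-fold and 2 below the floor. The 4 non-anchored (NCW) genes comprised 2 higher, 1 lower and 1 within 2-fold. The lower NCW gene was *ncw*-*2* (NCU01752), with 5782 reads in the WT and 1112 in Δ*gul*-*1* (108.8 and 21.0 RPKM, 5.17-fold lower, interval 4.85 to 5.52). The fifth lower enzyme gene was NCU09326, listed as a β-glucosidase, at 1096 and 530.6 RPKM (2.07-fold lower, interval 2.03 to 2.10). At a threshold of 3-fold, 1 gene of the set was higher and 3 were lower.

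**Figure D2:**
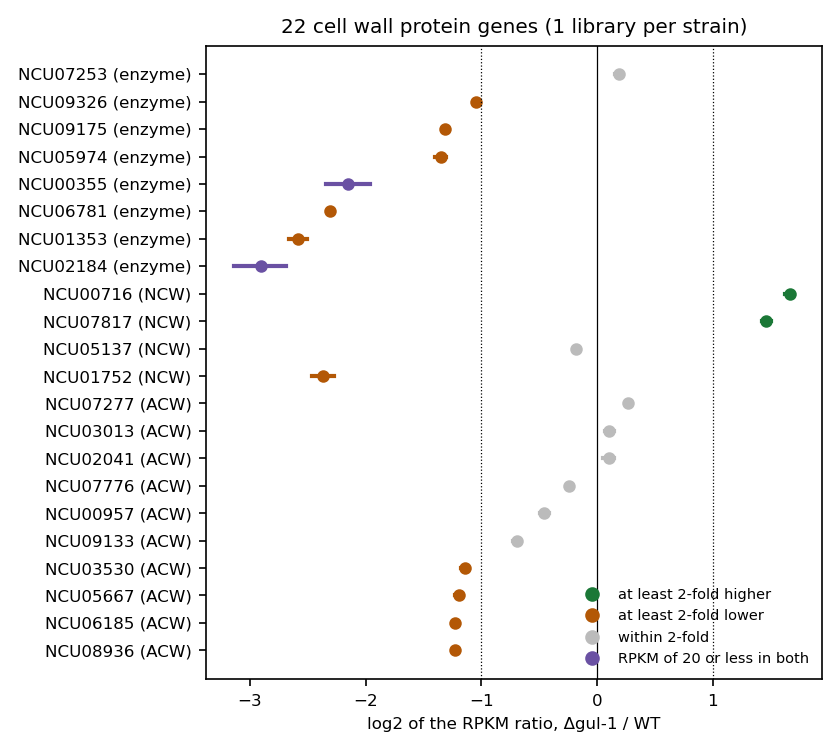
The log2 ratio of Δ*gul*-*1* to WT RPKM for each of the 22 cell wall protein genes, grouped as ACW, NCW and enzymes, with 1 library per strain. Points are the ratios and bars their exact 95% counting intervals. Dotted lines mark 2-fold differences. NCU01752 lies at -2.37, apart from NCU07817 and NCU00716, the NCW genes that were higher.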

Eight GPI-anchored cell wall protein genes showed a decrease in expression level > twofold. Among these genes, four GPI-anchored glycoside hydrolase genes (NCU09175, NCU01353, NCU05974 and NCU6781), which were probably involved in cell wall remodeling, were down-regulated 2.1-, 7.1-, 3.4- and 6.7-fold in *gul*-*1* mutant, respectively, suggesting a reorganized arrangement of the cell wall. Moreover, anchored cell wall genes *acw*-*1* (NCU08936), *acw*-*3* (NCU05667), *acw*-*6* (NCU03530), and *acw*-*9* (NCU06185) were also significantly down-regulated in Δ*gul*-*1*. 

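All 4 glycoside hydrolase genes (NCU09175, NCU01353, NCU05974 and NCU06781) were at least 2-fold lower in Δ*gul*-*1* and were abundantly read in both libraries. The paper's sentence does not say which method its folds for them are from. Its RNA-seq folds in Table S3 differ: 2.5 for NCU09175, 5.8 for NCU01353, 2.5 for NCU05974 and 2.3 for NCU06781. The values here lay closer to Table S3 for NCU09175, NCU01353 and NCU05974, and closer to the sentence for NCU06781. NCU01353, a glycoside hydrolase family 16 gene (chromosome V, 3747192 to 3750386), had 165.8 RPKM in the WT and 27.6 RPKM in Δ*gul*-*1*, which is 6.00-fold lower (interval 5.70 to 6.32). NCU06781, annotated as the 1,3-β-glucanosyltransferase Gel2 (chromosome II, 1953766 to 1956330), had 1368 and 276.6 RPKM, 4.94-fold lower (interval 4.85 to 5.04). NCU05974, annotated as the cell wall glucanosyltransferase Mwg1 (chromosome VI, 3243390 to 3245797), had 286.8 and 112.3 RPKM, 2.55-fold lower (interval 2.47 to 2.64). NCU09175, annotated as the β-1,3-endoglucanase EglC (chromosome III, 257676 to 259807), had 1177 and 474.2 RPKM, 2.48-fold lower (interval 2.44 to 2.52). NCU07253, annotated as the 1,3-β-glucanosyltransferase gel1 but listed in Table S3 as GH55-3, stood at 277.4 and 315.5 RPKM, within 2-fold.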

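The *acw*-*1*, *acw*-*3*, *acw*-*6* and *acw*-*9* genes had log2 ratios between -1.23 and -1.14. The most abundant of them, *acw*-*1*, which RefSeq names *ccg*-*15* for its place among the clock-controlled genes (chromosome V, 5755664 to 5759137), had 3349 RPKM in the WT and 1430 RPKM in Δ*gul*-*1*, 2.34-fold lower (interval 2.32 to 2.36). *acw*-*9* had 1462 and 624.5 RPKM, *acw*-*6* had 603.6 and 273.4 RPKM, and *acw*-*3* had 511.6 and 223.5 RPKM. The other ACW genes of the set lay within 2-fold. Among them, *acw*-*7* (NCU09133) had a log2 ratio of -0.69, *acw*-*2* (NCU00957) one of -0.46, *acw*-*5* (NCU07776) one of -0.25 and *acw*-*8* (NCU07277) one of 0.26.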

In *S. cerevisiae*, *acw*-*1* ortholog (*ecm33*) played a critical role in cell wall organization. Deletion of *ecm33* results in a weakened and disorganized cell wall [41]. On the contrary, non-anchored cell wall genes *ncw*-*3* (NCU07817) and *ncw*-*5* (NCU00716) were up-regulated 2.7- and 3.2-fold, respectively. Moreover, in *S. cerevisiae*, SUN4 is involved in cell wall remodeling, and regulated by the yeast GUL-1 homologue Ssd1 [21]. 

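*ncw*-*3* (chromosome III, 972480 to 974377) had 185.2 RPKM in the WT and 510.4 RPKM in Δ*gul*-*1*, 2.76-fold higher (interval 2.68 to 2.83). *ncw*-*5* (chromosome I, 7451777 to 7453525) had 256.4 and 812.3 RPKM, 3.17-fold higher (interval 3.09 to 3.25). *ncw*-*1* (NCU05137), the most abundant of the NCW genes in both libraries, lay within 2-fold, at 1452 and 1279 RPKM.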

As expected, the cell wall synthesis gene (NCU02668), a homolog of *S. cerevisiae sun4*, was down-regulated 2.9-fold in Δ*gul*-*1*, suggesting a possible direct regulation of NCU02668 by GUL-1 in *N. crassa*. Furthermore, a previous study has demonstrated that hydrophobins play important roles in pellet formation. 

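NCU02668 (chromosome I, 3133197 to 3135871), annotated as a cell wall synthesis protein, had 27770 reads in the WT library and 9242 in the Δ*gul*-*1* library. In RPKM this was 566.0 against 189.5, or 2.99-fold lower in Δ*gul*-*1* (interval 2.92 to 3.06).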

In *Aspergillus nidulans*, disruption of hydrophobin gene *rodA* led to a decrease in pellet biomass and size [42]. According to our results, the Class I hydrophobin gene *eas* (NCU08457) was down-regulated 15-fold in the Δ*gul*-*1* strain, whereas the Class II hydrophobin gene NCU08192 was up-regulated 6.2-fold, indicating that hyphal hydrophobicity might be changed in Δ*gul*-*1*. 

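*eas* (chromosome II, 3570905 to 3572798), whose product forms the water-repellent rodlet layer on conidia, was among the most abundant transcripts of the WT, with 199505 reads and 5793 RPKM. It had 5787 reads and 169.0 RPKM in Δ*gul*-*1*, 34.3-fold lower (interval 33.4 to 35.2). NCU08192 (chromosome III, 4606355 to 4606862) had 34 reads and 5.65 RPKM in the WT and 564 reads and 94.3 RPKM in Δ*gul*-*1*, 16.7-fold higher (interval 11.8 to 24.3). *eas* is also a gene of conidia and aerial hyphae, and of the 26 conidiation genes past the floor 3 were at least 2-fold lower, 1 was at least 2-fold higher and 22 lay within 2-fold. The lower ones besides *eas* were *fl* (NCU08726), a regulator of conidial development, from 55.2 to 22.3 RPKM, and *al*-*2* (NCU00585), a gene of carotenoid synthesis, from 92.9 to 37.5 RPKM. *con*-*6* (NCU08769) was higher, from 10.3 to 21.3 RPKM, though within 2-fold after TMM scaling, which made *tah*-*3* (NCU03686, 381.1 and 203.9 RPKM) pass 2-fold lower. *eas* belongs as well to the clock-controlled genes, of which 5 of 10 (6 with TMM scaling) were at least 2-fold lower and 1 was at least 2-fold higher, the lower ones including *ccg*-*6* (NCU01418, 7165 and 2007 RPKM) and *ccg*-*13* (NCU08907, 289.9 and 89.5 RPKM).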

Taken together, the significant changes in expression of cell wall-related proteins suggested that the Δ*gul*-*1* mutant has an abnormal cell wall structure, which might be the reason for pellet formation.

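Taken as a set, the 22 cell wall protein genes had a median log2 ratio of -1.09 between Δ*gul*-*1* and WT. This lay below the medians of 10000 random lists of the same size matched on mean expression, the central 95% of which ran from -0.13 to 0.18. By subgroup, the median was -0.57 for the ACW genes, -1.75 for the glycoside hydrolases and other enzymes, and 0.64 for the NCW genes. The NCW genes had no common direction, with log2 ratios of -2.37, -0.18, 1.46 and 1.66. For members past the floor alone, the median was -0.87 for the set and -1.33 for the enzymes. The other genes with a cell wall term in their annotation gave no single direction: their median was 0.35 with those under the floor, above the central 95% of their random lists (-0.0021 to 0.31), and -0.37 for the 16 past it. The set of 22 was fixed from an earlier proteome and not from these libraries. This comparison describes these 2 libraries and does not test the strains. From the lower expression of anchored wall proteins, the higher expression of *ncw*-*3* and *ncw*-*5* and the opposite shifts of the hydrophobin genes, the paper proposes that the cell wall of Δ*gul*-*1* has an abnormal structure, and that this may underlie pellet formation. For an altered wall, its discussion also draws on the Congo Red and Calcofluor White tests and on scanning electron microscopy.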

**Fig. 7:**
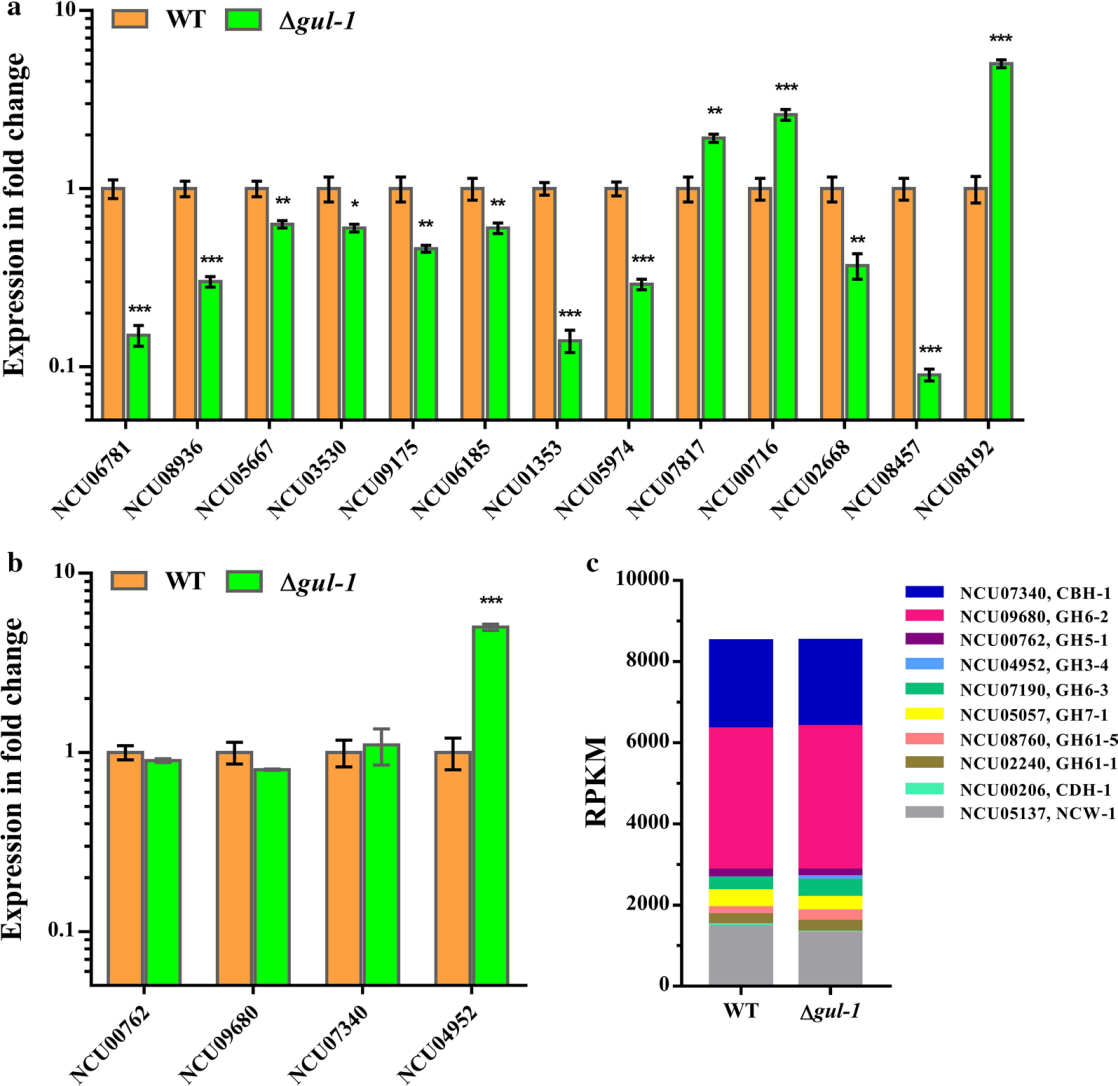
Transcriptome analysis of the Δ*gul*-*1* strain on Avicel medium. **a** Expression levels of genes encoding cell wall proteins in Δ*gul*-*1* mutant relative to wild-type (WT) strain on Avicel. **b** Expression levels of major cellulase genes in Δ*gul*-*1* mutant relative to the wild-type (WT) strain on Avicel. **c** Expression levels from RNA-seq data of genes encoding major secreted proteins from WT and Δ*gul*-*1* when grown on Avicel medium. After Δ*gul*-*1* and WT conidia were grown on Avicel for 3 days, the transcriptional abundance of major cellulase genes and cell wall protein genes was evaluated by RNA-seq and quantitative real-time PCR. Values represent the means of at least three biological replicates, error bars show standard deviation. Statistical significance was performed using a two-tailed Student’s *t* test (*P < 0.05, **P < 0.01, ***P < 0.001)

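Of the 17 target genes of the qRT-PCR primers in Table S4, actin left out, the RNA-seq libraries had 4 at least 2-fold higher in Δ*gul*-*1*, 10 at least 2-fold lower and 3 within 2-fold. Actin (*act*, NCU04173), the reference gene of the qRT-PCR, had 803.5 RPKM in the WT and 672.5 RPKM in Δ*gul*-*1*, a ratio of 0.837 (interval 0.823 to 0.851).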

In addition, the expression levels of major cellulase genes were not affected by the *gul*-*1* deletion, except that the extracellular β-glucosidase gene (NCU04952) had significantly higher expression level in Δ*gul*-*1* (Fig. 7b and c). These results are consistent with the enzyme activity assay shown in Fig. 6.

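Of the 10 genes of major secreted proteins, 9 lay within 2-fold and 1 was higher. The exception, the β-glucosidase gene *gh3*-*4* (NCU04952, chromosome IV, 846341 to 849048), had 567 reads and 10.8 RPKM in the WT and 4976 reads and 95.2 RPKM in Δ*gul*-*1*, 8.83-fold higher (interval 8.09 to 9.65). The cellobiohydrolase genes *cbh*-*1* (NCU07340) and *gh6*-*2* (NCU09680), the most abundant of the 10 genes, had 2173 and 3480 RPKM in the WT and 2124 and 3539 RPKM in Δ*gul*-*1*. The endoglucanase gene *gh5*-*1* (NCU00762) had 196.7 and 161.2 RPKM. The largest ratios among the 9 genes were those of *gh6*-*3* (NCU07190, 307.3 and 513.8 RPKM) and *gh61*-*5* (NCU08760, 168.6 and 256.5 RPKM), and the smallest that of the cellobiose dehydrogenase gene *cdh*-*1* (NCU00206, 42.6 and 32.2 RPKM). The RPKM of the 10 genes summed to 8499 in the WT and 8608 in Δ*gul*-*1*, a ratio of 1.01 that fell below 1 under other scalings, to 0.913 with TMM or median-of-ratios size factors. In the wider list of cellulose degradation genes, 24 of 41 passed the floor, with 3 at least 2-fold higher, 3 at least 2-fold lower and 18 within 2-fold. With TMM scaling 5 were lower. Lower members of the list included the endoglucanase gene NCU05404, from 641.8 to 82.7 RPKM, and its higher members the cellulose-binding domain gene NCU08785, from 40.4 to 151.3 RPKM. The annotation words also took in glucan 1,3-β-glucosidase genes, whose annotation is not of cellulose. Among them, NCU09904 had a log2 ratio of -0.99 and passed 2-fold lower with TMM scaling.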

### Genetic engineering of *N. crassa* for hyper-cellulase production and lower viscosity

Recent investigations have revealed that *N. crassa* is a good model system for unraveling the mechanisms of lignocellulose degradation [43, 44]. Meanwhile, several key genes involved in cellulase expression and secretion have been identified and characterized in *N. crassa*. NCU05137, which encodes a non-anchored cell wall protein (NCW-1), could be detected in the secreted proteome of cultures containing cellulose as sole carbon [45]. The disruption of *ncw*-*1* resulted in significantly increased cellulase production and cellulolytic activity [12]. In addition, we previously reported that disrupting *Ncap3m* (NCU03998, which encodes the μ subunit of the adaptor protein 3 complex) also dramatically increases lignocellulase secretion [16]. Based on these findings, a hyper cellulase producing strain ∆*ncw*-*1*∆*Ncap3m* was generated by sexual crosses. Compared to WT, the extracellular protein concentration of the ∆*ncw*-*1*∆*Ncap3m* strain was improved by approximately 65% (~ 0.8 g/L) and endoglucanase activity increased by about 73% (Fig. 8a). However, ∆*ncw*-*1*∆*Ncap3m* exhibited poor rheological properties, and the viscosity of ∆*ncw*-*1*∆*Ncap3m* was almost twofold higher than that of the WT. We therefore determined whether the rheological properties of the broth could be improved by deleting the *gul*-*1* gene in ∆*ncw*-*1*∆*Ncap3m*. The triple deletion strain (∆*ncw*-*1*∆*Ncap3m*∆*gul*-*1*) was obtained by crossing Δ*gul*-*1* with ∆*ncw*-*1*∆*Ncap3m*, and the progeny were verified by PCR. Not surprisingly, the triple deletion strain grew as pellets (Fig. 8b), and the viscosity of ∆*ncw*-*1*∆*Ncap3m*∆*gul*-*1* was only 23% that of the double deletion strain (∆*ncw*-*1*∆*Ncap3m*), and 53% that of the WT strain (Fig. 8a). Production of extracellular protein by ∆*ncw*-*1*∆*Ncap3m*∆*gul*-*1* was significantly improved relative to ∆*ncw*-*1*∆*Ncap3m*. However, no significant differences in endoglucanase and β-glucosidase activities were apparent.

**Fig. 8:**
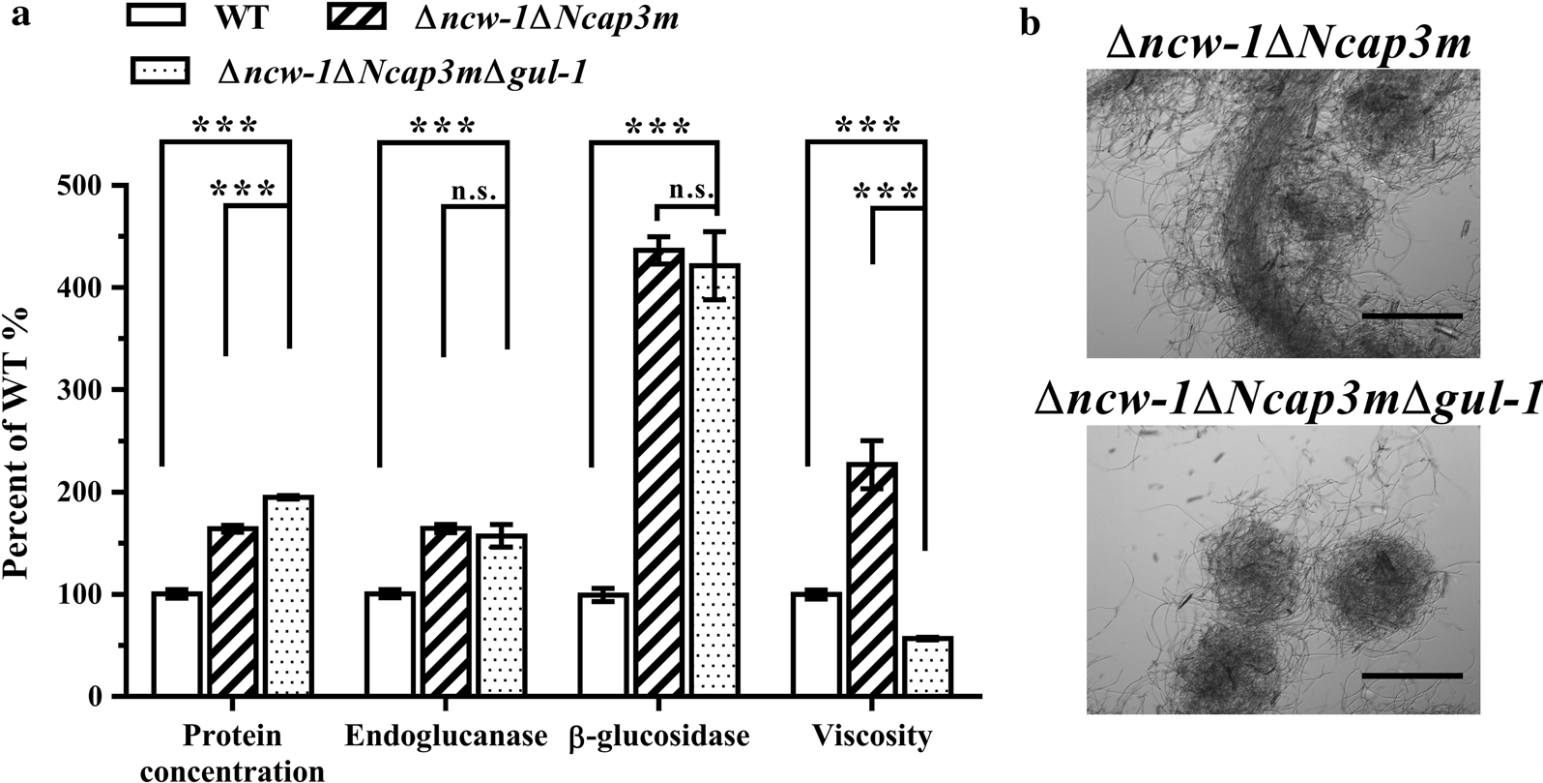
Phenotype of ∆*ncw*-*1*∆*Ncap3m*∆*gul*-*1* triple mutant when grown on Avicel medium. Conidia of the wild type (WT), the double deletion strain (∆*ncw*-*1*∆*Ncap3m*) and the triple deletion strain (∆*ncw*-*1*∆*Ncap3m*∆*gul*-*1*) were separately inoculated into Avicel medium, and then cultured for 7 days. **a** Total extracellular protein concentration, endoglucanase activity, β-glucosidase activity and the viscosity of culture broth were measured and normalized to the WT according to percentage. Values represent the means of at least three biological replicates, error bars show standard deviation. Statistical significance was performed using a two-tailed Student’s *t* test (***P < 0.001; n.s., not significant). **b** Mycelial morphologies of the triple deletion strain (∆*ncw*-*1*∆*Ncap3m*∆*gul*-*1*) and its parental strain (∆*ncw*-*1*∆*Ncap3m*) after 7 days cultivation. The images were acquired by an Olympus SZX-7 stereomicroscopy with a digital camera attached. Scale bar is 300 μm

## Discussion

In fungal fermentations, high apparent viscosity and non-Newtonian behavior of broths are critical problems in industrial application. Thus, controlling the morphology of filamentous fungus in submerged fermentations is a major challenge. Many strategies have been applied to solve these problems, principally by optimization of fermentation process parameters [5–8]. However, morphology control by altering chemical and physical factors is not sufficient. Moreover, these optimized parameters are not always suited for achieving maximum productivity. Recently, several attempts have been employed to control mycelial morphology by genetic modification. As previously reported, the motor proteins played critical roles in polarized growth in *Aspergillus* spp. Disruption of kinesin motor KipA in *Aspergillus glaucus* caused pellet growth in submerged cultivation and the aspergiolide A production was 82% higher than that of wild type strain [46]. Furthermore, disturbance of cell wall synthesis had significant influences on mycelial morphology [47]. In *Aspergillus orzyae*, disruption of *chsB* had no effect on enzyme production, but the viscosity was lower than that of parental strain [48]. In *Penicillium chrysogenum*, down-regulation of chitin synthase gene resulted in pellet growth in submerged culture, and also caused enhanced penicillin production [49]. Thus, rationally shaping mycelial morphology through genetic modification seems to be an attractive strategy. However, large-scale generation and screening of morphological mutants is difficult to achieve. Fortunately, *N. crassa* possesses a near full genome deletion strain collection [27]. In this work, we systematically screened the 90 *N. crassa* morphological mutants to identify the critical genes that could influence mycelial morphology during submerged cultivation. The viscosity of fermentation broth was used to reflect mycelial morphology change. Fourteen mutants showed increased viscosity compared to the WT strain. Among these mutants, we found several genes involved in the proteasome pathway, e.g., NCU01368, NCU05295, NCU09366 and NCU06440. All these four genes encode different subunits of the proteasome, implying that interruption of the protein degradation pathway might influence mycelial morphology. Moreover, NCU00824 encodes a histone deacetylase which possibly contributes to chromatin structure modification. Previous work in the yeast *C. albicans* has demonstrated that histone deacetylase interacting with transcription factors plays a critical role in morphological transition [50]. The high-viscosity phenotype induced by a defect in NCU00824 implies a close link between chromatin structure modification and morphology control in filamentous fungi.

Of most interest, we found that disruption of *gul*-*1* (NCU01197) in *N. crassa* led to favorable morphological changes in submerged culture. The Δ*gul*-*1* mutant grew as pellets and showed a low viscosity phenotype. Furthermore, scanning electron microscopy observations revealed that the cell wall structure was altered in the *gul*-*1* mutant. Our results with Congo Red and Calcofluor White also illustrated that *gul*-*1* is required for cell wall integrity. Based on these results, we hypothesized that pellet formation is closely associated with changes in cell wall structure. In filamentous fungi, β-(1,3)-glucan and chitin are two major structural components of the fungal cell wall. However, according to our results, the transcript levels of genes encoding chitin and glucan synthases (*chs1*-*7* and *gls*-*1*), which are involved in cell wall synthesis, were not changed by the *gul*-*1* deletion (Additional file 6: Table S2). Moreover, the expression levels of *chit*-*1* (NCU02184) and *gh18*-*5* (NCU04554), which are involved in cell wall maintenance and remodeling [51], were also not altered in Δ*gul*-*1* (Additional file 6: Table S2). It suggested that these genes are probably not involved in conferring the *gul*-*1* phenotype. On the other hand, cell wall proteins are the important components of the fungal cell wall, and also play important roles in cell wall biosynthesis and interactions with external environment [40]. 

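Of the 8 synthase genes, 6 passed the expression floor and none of these was at least 2-fold higher or lower. The log2 ratios of all 8 ran from -0.38 to 0.42. NCU06871, which RefSeq lists with the synonym *fks*, the name of the β-1,3-glucan synthase subunit in yeasts, stood at 300.1 RPKM in the WT and 231.4 RPKM in Δ*gul*-*1*. Among the chitin synthase genes, *chs*-*1* (NCU03611) had 147.3 and 126.4 RPKM, *chs*-*3* (NCU04251) had 75.4 and 81.6 RPKM, *chs*-*4* (NCU09324) had 71.3 and 80.4 RPKM, and *chs*-*5* (NCU04352) had 57.7 and 54.3 RPKM. NCU04350, annotated as a chitin synthase, had 106.5 and 87.4 RPKM. Below the floor were *chs*-*6* (NCU05268), with 361 and 481 reads, and the chitin synthase A gene NCU05239, with 1453 and 1349 reads. In the list of chitin and glucan synthesis genes made from annotation words, which does not hold NCU06871 but takes in α-1,3-glucan synthases and other genes, all 11 genes past the floor lay within 2-fold. The farthest from 0 was the polysaccharide synthase gene NCU00911, with a log2 ratio of -0.92, which passed -1 when the reads were scaled by TMM or median-of-ratios size factors. The text gives no locus for *gls*-*1*, and NCU06871 was taken for it here.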

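*gh18*-*5* (chromosome VII, 1461267 to 1463373) had 184.3 RPKM in the WT and 150.8 RPKM in Δ*gul*-*1*, a ratio of 0.818 (interval 0.791 to 0.846). *chit*-*1* (chromosome I, 937786 to 943577) stayed below the expression floor of 20 RPKM in both libraries, so that at this floor it was not counted as higher or lower. It had 1404 reads and 12.0 RPKM in the WT and 186 reads and 1.60 RPKM in Δ*gul*-*1*, a ratio of 0.133 (interval 0.114 to 0.155). Of 13 chitinase genes, 3 passed the floor and all 3 lay within 2-fold.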

Intriguingly, the transcript abundance of several cell wall protein genes was found to be significantly altered in Δ*gul*-*1*. Among these genes, the GPI-anchored cell wall β-1,3-endoglucanase gene *bgt*-*2* (NCU09175), which is seemingly involved in cell wall remodeling, was down-regulated 2.1-fold in Δ*gul*-*1*. A recent study also showed the cell wall architecture is altered in the Δ*bgt*-*2* mutant [52]. Likewise, the transcript abundances of GPI-anchored glycoside hydrolases NCU05974 and NCU06781, the homologs of *S. cerevisiae crh1* and *Aspergillus fumigatus gel2*, respectively, were also lower in Δ*gul*-*1*. It has been reported that both *S. cerevisiae crh1* and *A. fumigatus gel2* are required for normal cell wall structure. Loss of *S. cerevisiae crh1* causes hypersensitivity to Congo Red and Calcofluor White, suggesting defects in cell wall structure [53]. In *A. fumigatus*, the *gel2* disruption strain exhibits slower growth and an altered cell wall composition [54]. These implicated that down-regulation of both NCU05974 and NCU06781 may results in an abnormal cell wall structure, leading to influencing mycelial morphology during submerged cultivation. Besides that, other GPI-anchored cell wall proteins, which are of unknown function, are annotated as ACW (GPI-anchored cell wall protein) [40]. They may serve as important structural components of the wall, and play critical roles in maintaining cell wall stability and function [55]. For example, *AfuEcm33*, a homolog of the *N. crassa* GPI-anchored cell wall protein-1 (*acw*-*1*), has been shown to be involved in maintaining cell wall integrity and virulence in *A. fumigatus* [56]. It is worth noting that disruption of *AfuEcm33* results in increased cell–cell adhesion. The disruption strain forms large ‘star-shaped’ clusters of germinating conidia during submerged cultivation [56]. In *Candida albicans*, a similar aggregate phenotype has been also observed in the *Caecm33* deletion strain [57]. In this study, the GPI-anchored cell wall protein ACW-1 encoded by NCU08936 was found to be down-regulated in Δ*gul*-*1*, suggesting that ACW-1 might, at least in part, contribute to pellet formation by increased cell–cell adhesion. Taken together, our results indicated that *gul*-*1* affects mycelial morphology during submerged cultivation by influencing the expression of cell wall-related protein. However, a detailed mechanistic description of how the *gul*-*1* influences these genes expression requires further investigation.

According to our results, the deletion of *gul*-*1* led to a hypersecretion phenotype in *N. crassa*. When grown on 2% (w/v) Avicel, the extracellular protein secreted by the Δ*gul*-*1* mutant was about 25% higher than that in the WT, while only β-glucosidase activity was found to be improved. These results were also confirmed by our transcriptomic analysis (Fig. 7b and c). However, the increase in activity was disproportionate to the increase in total protein, suggesting that the effect of *gul*-*1* on protein secretion is not due to increased transcription levels. Thus, we hypothesized that the defects in cell wall integrity benefit protein secretion. 

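No gene of the secretory pathway list was at least 2-fold higher or lower in Δ*gul*-*1*. This list, which takes in protein folding in the endoplasmic reticulum, translocation, coat and vesicle fusion proteins, had 66 of 72 members past the floor, with log2 ratios from -0.56 to 0.64. Of the chaperone and heat shock genes past the floor, all 28 lay within 2-fold, as did all 81 of the cytoplasmic ribosomal protein list and all 34 for the proteasome. The ribosomal list also took in the mitochondrial ribosomal protein genes NCU00564 and NCU02804. Among genes for hemicellulose and pectin degradation, 2 of the 13 past the floor were at least 2-fold higher and none was lower. They were the xylanase gene *gh10*-*1* (NCU05924), from 151.3 to 535.3 RPKM, and the acetylxylan esterase gene NCU05159, from 55.9 to 133.4 RPKM. Of 20 sugar transporter genes past the floor, 4 were at least 2-fold higher and 3 at least 2-fold lower. NCU08152, annotated as a high affinity glucose transporter, had 8.61 and 32.8 RPKM, and NCU05627, with the same annotation, had 40.7 and 7.96 RPKM. With the reads scaled by TMM, 3 transporter genes were higher and 3 lower.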

According to the ‘bulk flow’ hypothesis, growing hyphal tips are filled with vesicles that contain extracellular proteins, and these proteins get carried to the outer region of the wall for secretion [58]. However, some extracellular proteins might become trapped in the rigid cell wall. These ‘trapped’ enzymes could be released into an external medium through a weakening of cell wall integrity [59], which may explain the Δ*gul*-*1* mutant having a higher protein secretion capacity. Similar results could be observed in the *N. crassa slime* mutant which has serious defects in cell wall synthesis [60].

Our previous study demonstrated that the disruption of *ncw*-*1* led to enhanced cellulase production in *N. crassa*, but unfortunately the viscosity of ∆*ncw*-*1* was increased two fold [14]. A similar phenotype was also observed in the ∆*ncw*-*1*∆*Ncap3m* strain. Having identified the impact of *gul*-*1* disruption on mycelial morphology during submerged cultivation, we applied this approach to the hyper-cellulase producing strain ∆*ncw*-*1*∆*Ncap3m*. The triple deletion strain (∆*ncw*-*1*∆*Ncap3m*∆*gul*-*1*) grew in pellet form and exhibited a low viscosity phenotype, indicating that *gul*-*1* is a promising target gene for morphological improvement of hyper-cellulase-producing strains. In addition, phylogenetic analyses demonstrated that GUL-1 is highly conserved in other industrial filamentous fungi, including *Aspergillus niger* (XP_001392470, identity 66%), *Myceliophthora thermophila* (XP_003661716, 75% identity) and *Trichoderma reesei* (XP_006964501, 78% identity) (Additional file 8: Figure S5). Thus, manipulation of *gul*-*1* homologs could be a highly useful strategy for morphology engineering of industrial filamentous fungi.

## Conclusions

In this work, we systematically screened morphological mutants of *N. crassa* and identified several potential genes that affect mycelial morphology in submerged cultivation. Deletion of one of these genes, *gul*-*1*, resulted in the pellet form and enhanced protein secretion in *N. crassa*. Transcriptional profiling revealed that a deletion of *gul*-*1* led to an alteration in transcription of genes encoding cell wall proteins, which may be the reason for changes in mycelial morphology during submerged cultivation. Furthermore, a significant reduction in viscosity of broth culture was obtained when *gul*-1 was deleted from the hyper cellulolytic strain ∆*ncw*-*1*∆*Ncap3m*. These results indicated that *gul*-*1* might be a potential target to control mycelial morphology in submerged cultivation. This work provides a novel strategy for morphological engineering of filamentous fungi through genetic modification, especially for industrially relevant species.

## Methods

### Strains, growth conditions and microscopy

*Neurospora crassa* strains were obtained from Fungal Genetics Stock Centre (FGSC), including wild type (WT, FGSC 2489, A), a *his*-*3* mutant strain (FGSC 9716, *his*-*3*, *a*) and the morphological mutants. The *his*-*3*; Δ*gul*-*1*, a strain was obtained by crossing FGSC 9716 with FGSC 11288 (NCU01197, A). Multiple deletion strains were made by performing sequential crosses. All of the constructed strains were verified by PCR.

To obtain conidia, *N. crassa* was grown on slant tubes containing Vogel’s minimal media (1 × Vogel’s salts, 2% w/v sucrose and 1.5% w/v agar) for 10 days at 28 °C. For flask culture, 10-day-old conidia of *N. crassa* strains were suspended in sterile water and inoculated using a final concentration of 1 × 10^5^ per mL into a 250-mL Erlenmeyer flask containing 100 mL Avicel medium (1 × Vogel’s salts, 2% w/v Avicel, 0.75% w/v yeast extract and 0.2% v/v Tween 80), then cultured for 7 days at 25 °C, with shaking at 200 rpm under constant light. The observations were carried out on 7 consecutive days at 24 h intervals.

Microscopic observations were carried out using an OLYMPUS BX51 microscope equipped with a QImagingRetiga 2000R camera (QImaging, Surrey, Canada), and analyzed with the Image-Pro Express 6.3 software. The images were also acquired by an Olympus SZX-7 stereomicroscopy with a digital camera attached.

To compare the differences in cell surface structure between the WT and Δ*gul*-*1*, fungal conidia were incubated in Avicel medium at 25 °C for 5 days. The harvested mycelia were fixed in 0.1 M phosphate buffer (pH 7.2) containing a final concentration of 2.5% (w/v) glutaraldehyde. The samples were rinsed in thrice-distilled PBS, and dehydrated with a series of ethanol solutions (30–100%, v/v). After which the samples were dried by critical point drying (Leica CPD300) and coated with platinum (Hitachi E-1045). Observations were conducted using a scanning electron microscope (Hitachi SU8010) operating at 1 kV.

### Plasmid construction and transformation

Genomic DNA from the WT strain was extracted as described previously [61]. To complement Δ*gul*-*1*, the open reading frame (ORF) of *gul*-*1* was cloned by PCR with primers ORF-F and ORF-R, and the fragment was inserted into the *Xba*I and *Pac*I sites of pMF272 to form pMF272-Pc-gul-1-gfp. The promoter of *gul*-*1* was amplified with primers PF and PR, and then cloned into the *Not*I and *Xba*I sites of pMF272-Pc-gul-1-gfp to form pMF272-Pn-gul-1-gfp. The primers used in this study are listed in Additional file 9: Table S4. All PCR products in this study were cloned into the pGEM-T vector (Promega) and sequenced for confirmation.

Plasmid DNA (10 μg) was transformed into a (*his*-3; Δ*gul*-*1*, a) strain as described previously [16]. The constructs were targeted to the *his*-*3* locus by homologous recombination, and correct integration was confirmed by GFP fluorescence and PCR. To recover homokaryotic strains, His^+^GFP^+^ transformants were crossed with FGSC 11288 (NCU01197, A). Progeny were selected for histidine prototrophy and GFP fluorescence. The resulting complemented strains were termed Pc-*gul*-*1* and Pn-*gul*-*1*.

### Enzyme activity assay

For protein assays, 5 mL of culture supernatants were collected at each time point, centrifuged at 12,000 rpm for 10 min to remove mycelia and stored at 4 °C for further analysis. Total extracellular proteins were quantified using a Bio-Rad Protein Assay kit based on absorbance at 595 nm, with bovine serum albumin as the standard. The endoglucanase activity was determined using the azo-CMC assay kit according to manufacturer’s instruction (Megazyme). We used *p*-nitrophenyl-β-d-glucopyranoside (*p*NPG) for the measurement of β-glucosidase activity as described previously [62]. Briefly, a 250 μL culture supernatant that was diluted with 50 mM sodium citrate (pH 4.8) was added to 250 μL of 1 mg/mL *p*NPG, and then incubated immediately for 10 min at 50 °C. The reaction mixture was terminated by adding 500 μL of 1 M Na_2_CO_3_ and determined at an absorbance of 420 nm. Inactive enzyme, which was boiled at 100 °C for 10 min, was used as a control. *p*NP was used to generate a standard curve. One unit (U) of β-glucosidase activity was defined as the amount of *p*NP released from the substrate per minute using 1 mL enzyme under the standard assay conditions.

### Fungal biomass assay and rheological measurement

The dry weight of fungal biomass was indirectly measured as previously described [14]. Briefly, a 5-mL culture broth was centrifuged at 4000 rpm for 10 min, the supernatant was discarded, and the pellet was dried and weighed. The dried residue was resuspended in 3 mL of acetic nitric reagent (80:20, v/v), and bathed with boiling water for 2 h to remove mycelia. The residual Avicel was washed thoroughly, then dried, and reweighed. Mycelial dry weight was defined as the dry weight of the original 5-mL culture minus that of residual Avicel.

Rheological properties of fermentation broth were measured with a Brookfield digital HBDV-III Ultra rheometer according to the manufacturer’s instructions. Viscosity was measured as the torque exerted by the mycelial sample on the rheometer impeller at 50 rpm. Torque was recorded after the reading had stabilized (45–60 s).

### Oxidative stress, high osmotic stress and cell wall integrity test

For plate assays, 5 μL aliquots of conidial suspensions (10^7^ mL^−1^) were applied onto Vogel’s solid medium (MM: 1 × Vogel’s salts, 2% w/v sucrose and 1.5% w/v agar) supplemented with H_2_O_2_ (10, 20 mM), diamide (6, 9 μg/mL), methyl-viologen (4.5, 9 μg/mL), NaCl (0.5, 1.0 M), Congo Red (1, 2 mg/mL) or Calcofluor White (200, 400 μg/mL). Plates were incubated at 28 °C for 18 h. All colonies were cross-measured to determine their growth indices under each stress.

### RNA extraction, sequencing and data analysis

For gene expression analysis, conidia of ∆*gul*-*1* and WT strains were separately inoculated into Avicel medium (1 × Vogel’s salt, 2% w/v crystalline cellulose, 0.75% w/v yeast extract and 0.2% v/v Tween 80) and batch cultured for 3 days at 25 °C with constant light. Mycelia were harvested by vacuum filtration and frozen immediately in liquid nitrogen. Total RNA from frozen samples was isolated using Trizol reagent (Invitrogen) in accordance with the manufacturer’s protocol, and further treated with DNase I (RNeasy Mini Kit, Qiagen). The RNA integrity was checked by agarose gel electrophoresis. RNA-seq was performed on the Illumina HiSeqTM 2000 platform of Beijing Genomics Institute (BGI, Shenzhen, China). Filtered clean reads were mapped against predicted transcripts from the *N. crassa* OR74R genome (version 12) [63] using TopHat (version 2.0.8b) [64]. The alignment results were stored in SAM format files for subsequent analysis. The counts of reads that uniquely mapped to only one gene were calculated for each gene by Htseq-count (http://www-huber.embl.de/users/anders/HTSeq) using SAM files and genome annotation as input. Abundance for each transcript was calculated using the reads per kilobase per million (RPKM) [65]. Genes with altered expression were performed by using R package NOISeq (version 2.6.0) [66] (Q value ≥ 0.95 used as threshold, which approximately corresponds to a |log_2_ ratio| ≥ 1). To discover significantly upregulated and downregulated genes between WT and Δ*gul*-*1*, only the genes with relative high transcriptional abundance (RPKM values above 20 in at least one strain) went into further analysis [67]. Expression differences detected by RNA-seq were also verified by RT-PCR. Profiling data are listed in Additional file 6: Table S2, and the sequence data produced in this study can be accessed (GEO: GSE113321).

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed using a CFX96 real-time PCR detection system (Bio-Rad) with reagents from TOYOBO (One-step qPCR Kit). All assays were performed in triplicate with actin (NCU04173) as the endogenous standard, according to the manufacturer’s instruction. All primers used in this study were listed in Additional file 9: Table S4.

### Phylogenetic analysis

Putative orthologs of *gul*-*1* in selected fungal species were identified as best reciprocal BLAST hits from the National Center for Biotechnology Institute (NCBI) protein database. The phylogenetic analysis was carried out using the Neighbor-Joining in MEGA4 software. Bootstrap values were adjacent to each internal node, representing the percentage of 1000 bootstrap replicates.

### Statistical analyses

Unless otherwise noted, all experiments were performed in triplicate and statistical tests for significance were determined by two-tailed Student’s *t* test.

## Additional files

**Additional file 1: Figure S1.** Mycelial morphology of Δ*gul-1* and wild type strains. Cultures were grown on Vogel’s minimal medium for 18 h at 28 °C. Scale bar is 500 μm.

**Additional file 2: Figure S2.** Scanning electron micrographs of hyphal morphology of wild type and Δ*gul-1* strains. Cultures were grown on Avicel medium for 5 days at 25 °C. Scale bar is 10 μm.

**Additional file 3: Figure S3.** Biomass accumulation of WT and Δ*gul-1* mutant when grown on Avicel medium. Conidia from Δ*gul-1* and wild type (WT) strains were separately inoculated into Avicel medium and batch cultured for 7 days. The biomass accumulation was measured. Values represent the means of at least three replicates, error bars show standard deviation.

**Additional file 4: Figure S4.** Phenotype of WT and Δ*gul-1* strains when grown on different carbon sources. (A) Viscosity; (B) Fungal morphology; (C) Protein secretion. Conidia were inoculated into 100 mL liquid media [1×Vogel’s salts, 0.75% w/v yeast extract, 0.2% v/v Tween 80 and 2% w/v carbon source (sucrose, xylose or fructose)] at 10^5^ conidia/mL and grown at 25 °C in constant light and shaking (200 rpm). Statistical significance was performed using a two-tailed Student’s *t*-test (*P<0.05) Scale bar is 1500 μm.

**Additional file 5: Table S1.** Growth rates of wild type and *gul-1* mutant. Aliquots of 5 μL 1×10^7^ mL^−1^ spore suspensions of WT, Δ*gul-1*, Pn-*gul-1* and Pc-*gul-1* were incubated at 28 °C for 18 h on MM plates.

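Table S2 gives for each gene the reads and RPKM of the WT and Δ*gul*-*1* libraries, and, on separate sheets for genes with increased and decreased expression, the NOISeq probability and the ratio of RPKM. NOISeq takes the difference and the ratio between the 2 libraries together and sets them against an estimate of noise. With 1 library per strain, that estimate holds no measured variation between cultures. Only the first part of its sheet of all genes was at hand here, with both sheets of changed genes in full. The 2197 genes that these hold were set beside the deposited table, and 2195 had the same reads and RPKM within 0.1%. In the authors' deposited table, 145 higher and 103 lower genes had a NOISeq probability of at least 0.95 together with RPKM above 20 in at least 1 strain.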

**Additional file 6: Table S2.** Gene list of the 246 genes differentially expressed in Δ*gul-1* as compared to WT on Avicel.

**Additional file 7: Table S3.** Comparative analysis of cell wall-related gene expression between Δ*gul-1* and WT by RNA-seq.

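Table S3 sets the RNA-seq ratio of the 22 proteome genes and of the hydrophobin genes side by side, with the mark nc for a gene that was not counted as changed. Among the proteome genes, the catalase gene *cat*-*3* (NCU00355) lay just under the expression floor in the WT, with 1237 reads and 19.6 RPKM, and had 277 reads and 4.42 RPKM in Δ*gul*-*1*. Its ratio was 0.225 (interval 0.197 to 0.257). *acw*-*10* (NCU03013) and *acw*-*11* (NCU02041) had ratios of 1.08 and 1.07.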

**Additional file 8: Figure S5.** Phylogenetic analysis of GUL-1 and its homologs. MEGA 4 software was used to carry out the analysis. Bootstrap values are adjacent to each internal node, representing the percentage of 1,000 bootstrap replicates.

**Additional file 9: Table S4.** Primers used in this study.

# Supplementary material for: Disruption of gul-1 decreased the culture viscosity and improved protein secretion in the filamentous fungus Neurospora crassa
**Source:** Microb Cell Fact. 2018 Jun 16;17:96. doi: 10.1186/s12934-018-0944-5
**Supplement:** Supplementary file 5 — Additional file 5: Table S1. Growth rates of wild type and gul-1 mutant. Aliquots of 5 μL 1×107 mL−1 spore suspensions of WT, Δgul-1, Pn-gul-1 and Pc-gul-1 were incubated at 28 °C for 18 h on MM plates.

**Table S1** Growth rates of wild type and *gul-1* mutant

| Strain | Wild type | ∆*gul-1* | Pn-*gul-1* | Pc-*gul-1* |
| --- | --- | --- | --- | --- |
| Growth rate (cm/d) | 5.81±0.86 | 3.70±0.63 | 5.97±0.81 | 5.93±0.92 |

# Supplementary material for: Disruption of gul-1 decreased the culture viscosity and improved protein secretion in the filamentous fungus Neurospora crassa
**Source:** Microb Cell Fact. 2018 Jun 16;17:96. doi: 10.1186/s12934-018-0944-5
**Supplement:** Supplementary file 7 — Additional file 7: Table S3. Comparative analysis of cell wall-related gene expression between Δgul-1 and WT by RNA-seq.

Table S3 Comparative analysis of cell wall-related gene expression between Δ*gul-1* and WT by RNA-seq

| Protein name ^a^ | Gene Locus No. ^b^ | Fold change (Δ*gul*-1/ WT) ^c^ |
| --- | --- | --- |
| ACW-1 | NCU08936 | **2.3↓** |
| ACW-2 | NCU00957 | nc |
| ACW-3 | NCU05667 | **2.2↓** |
| ACW-5 | NCU07776 | nc |
| ACW-6 | NCU03530 | **2.2↓** |
| ACW-7 | NCU09133 | nc |
| ACW-8 | NCU07277 | nc |
| ACW-9 | NCU06185 | **2.3↓** |
| ACW-10 | NCU03013 | nc |
| ACW-11 | NCU02041 | nc |
| GH17-3 | NCU09175 | **2.5↓** |
| GH16-3 | NCU01353 | **5.8↓** |
| GH16-7 | NCU05974 | **2.5↓** |
| CHIT-1 | NCU02184 | nc |
| β-glucosidase | NCU09326 | nc |
| GH55-3 | NCU07253 | nc |
| GH72-2 | NCU06781 | **2.3↓** |
| NCW-1 | NCU05137 | nc |
| NCW-2 | NCU01752 | nc |
| NCW-3 | NCU07817 | **2.7↑** |
| NCW-5 | NCU00716 | **3.1↑** |
| CAT-1 | NCU00355 | nc |
| Hydrophobin | NCU08192 | **6.3↑** |
| EAS | NCU08457 | **15.7↓** |

^a^ abbreviations: ACW (GPI-anchored cell wall protein), NCW (non-anchored cell wall protein), GH (glycoside hydrolase), CAT (catalase), EAS (easily wettable).

^b^ Based on version 12 annotation of the Broad Institute's *Neurospora crassa* database.

^c^ up-regulated genes, bold red; down-regulated genes, bold green; nc, not change.

# Supplementary material for: Disruption of gul-1 decreased the culture viscosity and improved protein secretion in the filamentous fungus Neurospora crassa
**Source:** Microb Cell Fact. 2018 Jun 16;17:96. doi: 10.1186/s12934-018-0944-5
**Supplement:** Supplementary file 9 — Additional file 9: Table S4. Primers used in this study.

Table S4 Primers used in this study

| Name | Sequence (5’-3’) |
| --- | --- |
| NCU01197DCUP | CCTCTTTCCGACCACCGT |
| NCU01197DCDown | AAGAGGGGGATGAGGGGT |
| NCU05137DCUP | GAGACACACACACGACTTGGAT |
| NCU05137DCDown | CCGAAGTTGGTCTGGTAGGT |
| NCU03998DCUp | AGCAGTCTTCGCTAAGGAACATC |
| NCU03998DCDown | GGTGAAAGGAAAAAGAGAGAGAT |
| NCUDCUP | GCTCCGGGCGTATATGCT |
| ORF-F: | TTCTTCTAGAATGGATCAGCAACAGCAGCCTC |
| ORF-R | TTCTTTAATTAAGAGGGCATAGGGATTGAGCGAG |
| PF | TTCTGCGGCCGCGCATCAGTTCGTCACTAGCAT |
| PR | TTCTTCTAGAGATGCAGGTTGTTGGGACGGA |
| 7340qF | GATGCCTACCAGGGCTTCG |
| 7340qR | GTGTACTTGGCCTTGCCACC |
| 9680qF | CTCTGCCTGGAGCCAGTGC |
| 9680qR | GGAAGAAGCCCCAGCAGTG |
| 762qF | GAGTTCACATTCCCTGACA |
| 762qR | CGAAGCCAACACGGAAGA |
| 4952qF | AACAAGGTCAACGGTACGTGG |
| 4952qR | TCGTCATATCCATACCACTGTTTG |
| 1353qF | TCACCTCCGTCATTGCCATCTC |
| 1353qR | TCACCATTGCCATTGCCATTGC |
| 5974qF | AGTACCAGTATGGCGACAAGAGC |
| 5974qR | AGGTGGAGGAGGCGGAAGG |
| 8457qF | GCTGCGTTGTCGGTGTCATC |
| 8457qR | GCGTTGATGATGAGGAAGGAGTTG |
| 9175qF | GTACTACTGGCAGGAGGTTGGC |
| 9175qR | GGTGGAGAGGTTGTCGGTGATAG |
| 6185qF | TTCTCCGCTGCTGCTCTTGTC |
| 6185qR | CGAGGTGACGACGGTGCTG |
| 5667qF | ACGACAAGAAGGAGACCACCAAG |
| 5667qR | GAGGCAGCAGCGGAGGAAG |
| 3530qF | GTCACCTCCGACGCTTCCTC |
| 3530qR | CGACACCAGAGATGCCAGAGATG |
| 8192qF | TGGAGCGTCAAGTCCCTTACAC |
| 8192qR | TCGAAGTGGGTGGCGTTGG |
| 716qF | ACCGTCAACCAGTGCGAGTTC |
| 716qR | CCGTGGCATCTGACCGAGTC |
| 2668qF | CCAGTCCACCACCGCTCAG |
| 2668qR | CCATCGTCACTCTTGCCAACAC |
| 6781qF | ACTGTCAAGAACGCCGATGGTAG |
| 6781qR | GCCCGAGGTGGTGGAGTTG |
| 8936qF | CACCATCTCCGACAGCCATCTC |
| 8936qR | TCGCCAGTGATCTCCTTGATAGC |
| 7817qF | GTGGTGGCTTCGTCAATCTGAAC |
| 7817qR | CAGGAGTGCAGGCGGTCAAG |
| actin_qF | TGATCTTACCGACTACCT |
| actin_qR | CAGAGCTTCTCCTTGATG |

The underlined regions represent the restriction sites.

How the deposited data were processed for this re-analysis (not part of the article)

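The processed data were 1 table of 9730 *N. crassa* genes with the values of 2 RNA-seq libraries, 1 from the wild type and 1 from Δ*gul*-*1*, each from mycelia grown for 3 days on Avicel. The sample labels and the methods of the paper gave the same genotype and day for both. The reads in the table are raw counts per gene: the authors mapped reads with TopHat 2.0.8b to the transcripts of the *N. crassa* genome and counted, with HTSeq 0.5.4p2, those that mapped to a single gene. Whether the counting used strand is not given in the sources used here, so that reads of overlapping or antisense genes cannot be told apart. The RPKM values are the authors' own, reads scaled by exon length and by the total of reads assigned to genes. For every gene the deposited RPKM was equal to the reads divided by exon length and by the total of the column, with a largest gap of 1.8e-12. Among the 6584 genes with at least 200 reads in each library, none was off the common factor between reads and RPKM by more than 5%. The deposited table also holds the authors' NOISeq probability of a difference. NOISeq was not run here.

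From the deposited RPKM, the ratio of Δ*gul*-*1* to wild type was computed for each gene with no pseudocount. Genes with RPKM above 20 in at least 1 library were kept, after the paper's methods, and counted as higher at a ratio of at least 2 and as lower at a ratio of at most 0.5. With 1 library per strain there is no estimate of the spread between cultures, so no test was made and no p-value is given. Exact 95% intervals of each ratio were computed from the reads of the 2 libraries (the conditional binomial interval of Clopper and Pearson). They cover counting error only. At the median exon length, an RPKM of 20 stood for 792 reads in the wild type and 787 reads in Δ*gul*-*1*.

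Gene lists were made from the tables of the paper or from words in the annotation column, and fixed before the data were examined, except that Table S2 and Table S3 of the paper had been read. The list of amino acid breakdown genes was chosen after the values of Table S2 had been seen. The lists covered the cell wall proteome and its subgroups, other cell wall annotation, chitin and glucan synthesis, chitinases, hydrophobins, the major secreted proteins, cellulose degradation, hemicellulose and pectin degradation, sugar transport, the secretory pathway, cytoplasmic ribosomal proteins, the proteasome, chaperones, mitochondrial respiration, oxidative stress and glutathione, sterol synthesis, amino acid breakdown, clock-controlled genes, conidiation, sexual development, kinase pathways and the qRT-PCR genes. In the kinase list the letters NDR also matched words such as mitochondrial, which gave 138 members. A version limited to whole words, with 18 members, was added after the data were seen. The cellulose degradation list also took in glucan 1,3-β-glucosidase genes (NCU03914, NCU05105 and NCU09904). The list of cytoplasmic ribosomal proteins also took in mitochondrial ribosomal protein genes (NCU00564 and NCU02804). For each list, the median log2 ratio of its members with reads in both libraries was placed among the medians of 10000 random lists of the same size drawn from 20 bins of mean expression. The genes named in the text are *gul*-*1*, the genes named in the paper's RNA-seq results, the 10 largest and 10 smallest ratios past the floor and up to 4 genes of each list with the largest log2 ratios in size; other genes were named after their values were seen.

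Gene symbols and positions were taken from the RefSeq annotation of the NC12 assembly, where 9729 loci were matched by locus tag. In none of them did the exon length of the deposited table exceed the length of the gene in RefSeq. Neighbouring genes were taken in RefSeq order. The steps were tested on simulated counts drawn for the comparison of Δ*gul*-*1* with the wild type, with counting noise only and 4205 genes past the floor. Of 50 genes simulated at a 3-fold difference, 49 were called in the right direction, and of 50 at a 4-fold difference 45 were; the genes not called had fallen under the floor in both simulated libraries, so that the floor hides some true differences. None of the genes simulated at 1.25-fold or 1.5-fold was called, and none of the 4013 unchanged genes was called. The counting interval held the simulated ratio for 95.3% of 8205 genes.

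The alternatives were median-of-ratios size factors, TMM scaling, the library total without the 50 most abundant genes, RPKM floors of 5 and 50, no floor, a pseudocount of 1 RPKM, fold thresholds of 1.5 and 3, reads scaled by the library total alone, and a counting interval wholly beyond 2-fold. The authors' NOISeq probability of 0.95, the whole-word kinase list, the hydrophobin values of Table S2 and list medians over the members past the floor alone were added after the data were seen. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and TMM factors came from edgeR 4.0.16 in R 4.3.3. The qRT-PCR, viscosity, enzyme activity and secretion measurements of the paper were not analysed here.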

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

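All tests in this part were chosen after the values were seen. The genes below lie at the ends of the range of log2 ratios between Δ*gul*-*1* and WT and their expression is not discussed in the paper's text, though a NCU04533 mutant is in the screen of its Table 1, and no replicate check was possible for any of them. On the lower side, the log2 ratio was -9.67 for NCU09968, -8.81 for NCU16528, -3.68 for NCU04276, -3.29 for NCU05755 and -3.24 for NCU03293, all hypothetical proteins. It was -3.90 for the abundant perithecial protein gene NCU04533, -3.31 for the extracellular dioxygenase gene NCU01849 and -2.98 for the cellulose-binding GDSL lipase gene NCU09416. On the higher side, it was 5.24 for NCU09184 and 3.99 for NCU01402, both indoleamine 2,3-dioxygenase genes, 3.49 for the MFS transporter gene NCU08428 and 3.38 for *ccg*-*4* (NCU02500). The hypothetical protein genes NCU09046, NCU07095, NCU17053, NCU01483 and NCU09213 had log2 ratios of 3.95, 3.57, 3.43, 3.40 and 3.22.

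Of the 19 amino acid breakdown genes past the expression floor, 13 were at least 2-fold higher in Δ*gul*-*1*. This list was chosen after the values of Table S2 had been seen, so its direction is not independent evidence.

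4 genes had at least 100 reads in the WT and at most 1% of them in Δ*gul*-*1*, and no gene showed the reverse. They were NCU09968 (5742 and 7 reads), its neighbour on chromosome VI NCU09969 (193 and 0 reads), NCU16528 (906 and 2 reads) and NCU05189 (273 and 1 reads), and the limits of 100 reads and 1% were chosen after these values were seen; at 3%, looked at first, 6 genes met the limit, among them *gul*-*1* and *eas*, and NCU09184 met the reverse. Lower depth of the whole Δ*gul*-*1* library is argued against by its total, which was 0.994 of that of the WT. This total cannot show whether reads were lost at single genes. A stretch around *gul*-*1* that differs between the strains is also argued against. Of the 4 genes, 0 lie on chromosome V, where *gul*-*1* is. Sequence missing from or altered in the Δ*gul*-*1* strain and lower transcription cannot be told apart here: the 0 reads of NCU09969 decide nothing, because that gene was itself picked for its low reads and its span overlaps that of NCU09968, and no genome sequence of the strain was analysed here. The genes on either side of this pair kept their reads, with 2961 and 3317 for NCU07062 and 232 and 199 for NCU07061.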

How the results depend on the processing

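No paired analysis was possible because there was 1 library per strain, and no ratio between the strains was tested for significance. The authors' probability threshold was chosen as an alternative after the data were seen. The counts of higher and lower genes, 171 and 116, stayed within 1.5 times under every scaling, the 1 RPKM pseudocount, the counting interval and the authors' probability. They moved with the floor and the fold threshold, which change by construction how many genes can be counted. With a floor of 5 RPKM 317 genes were higher and 170 lower, the latter still within 1.5 times of 116. With a floor of 50 RPKM 87 were higher and 75 lower, and with no floor 735 were higher and 249 lower. At a threshold of 1.5-fold 476 were higher and 254 lower, and at 3-fold 72 and 43. The share of higher genes among those counted was 59.6% on the deposited RPKM, 47.6% with TMM or median-of-ratios scaling and 55.9% without the 50 most abundant genes in the total. No gene was called in the opposite direction under any alternative, but none of the alternatives could turn a 2-fold call around. Each of the 3 scalings only lowers log2 ratios (log2 factors of -0.15, -0.15 and -0.05), so that all 116 lower genes remained by construction. Of the 171 higher genes, 137 remained under TMM. For the 22 cell wall proteins, 2 higher and 10 lower genes, the fold threshold of 3 left 1 higher and 3 lower. The summed RPKM of the 10 secreted protein genes, at a ratio of 1.01, was 0.913 with median-of-ratios and TMM scaling, 0.978 without the 50 most abundant genes in the total and 0.992 with reads scaled by the library total alone, so that its side of 1 depends on the scaling. For single genes, scaling by the library total alone gives the same ratio as RPKM by construction. Of the 76 named genes with a ratio of at least 2-fold none changed direction, which no alternative could bring about. Under an alternative, 3 of them fell below a log2 ratio of 1: *pre*-*1* (NCU00138, 1.15, and 0.997 with TMM and median-of-ratios), *con*-*6* (NCU08769, 1.04, and 0.976 with the pseudocount, 0.993 without the 50 most abundant genes in the total and 0.894 with TMM and median-of-ratios) and the 2-oxoisovalerate dehydrogenase gene NCU09864 (1.02, and 0.978, 0.965 and 0.865 in the same order). For the list members past the floor alone, a setting chosen after the data were seen, the median turned negative for other cell wall annotation (0.35 to -0.37), chitinases (0.28 to -0.29), cellulose degradation (0.29 to -0.11), conidiation (0.07 to -0.11) and the kinase list as first written (0.0169 to -0.0177), and the cause was not tested; that of the cell wall proteome was -0.87. Counting error is widest for genes with few reads in 1 library, and the variation between cultures was not measured.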

Differences from the paper's values

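For *eas*, the deposited table gave a 34.3-fold lower value in Δ*gul*-*1*, where the paper's text gives 15-fold and its Table S3 gives 15.7-fold. For NCU08192 it gave a 16.7-fold higher value, where the paper's text gives 6.2-fold and its Table S3 gives 6.3-fold. For NCU06781 it gave a 4.94-fold lower value, where the paper's Table S3 gives 2.3-fold. None of the alternatives set before the data were examined brought these within 1.5 times of the paper's values just given: over them *eas* ran from 34.1 to 38.0-fold, NCU08192 from 14.3 to 16.7-fold and NCU06781 from 4.93 to 5.49-fold. For NCU06781 the paper's text gives 6.7-fold, which lies within 1.5 times of the value here under each of these alternatives. That sentence does not say which method its fold is from, and Fig. 7a shows expression of this gene in Δ*gul*-*1* at about 0.15 of the WT, read by eye. With the RPKM values printed in the paper's Table S2, a setting chosen after the values were seen, *eas* was 15.7-fold lower and NCU08192 was 6.03-fold higher, and no gene that the paper lists as changed was dropped. In Table S2 the paper gives *eas* in Δ*gul*-*1* as 369.0 RPKM, against 169.0 in the deposited table, and NCU08192 in the WT as 94 reads and 15.7 RPKM, against 34 reads and 5.65. For NCU06781, Table S2 holds the reads and RPKM of the deposited table, so the 2.3-fold of Table S3 differs from Table S2 as well.

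Of the 22 cell wall proteome genes, 12 were at least 2-fold higher or lower here, where the paper gives 10. Table S3 marks *ncw*-*2* (NCU01752) as not changed, and it was 5.17-fold lower here under a rule with the same floor; in the authors' deposited table its NOISeq probability is 0.993. NCU09326, marked as not changed, was 2.07-fold lower; in the authors' deposited table its probability is 0.9497, under the threshold of 0.95. *chit*-*1* (NCU02184) and *cat*-*3* (NCU00355) are also marked as not changed, and the text states that *chit*-*1* was not altered. They were 7.50-fold and 4.44-fold lower here, with probabilities of 0.977 and 0.982 in the authors' deposited table, but both lay under the floor of 20 RPKM in both libraries. They were counted as lower with a floor of 5 RPKM and with no floor, both set before the data were examined. The paper's text gives 101 genes as lower and 145 as higher. At the paper's thresholds the authors' deposited table holds 103 and 145, and the 2 genes outside the paper's lower list are *gul*-*1* and *ncw*-*2*. The rule used here, with a ratio of 2 in place of the probability, gave 116 and 171.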

Other observations

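The tests of the hydrophobin values and of overlapping genes were chosen after the values were seen, and the comparison of neighbouring genes with random draws was chosen after runs of neighbouring genes had been seen in Table S2. The amino acid breakdown genes that were at least 2-fold higher in Δ*gul*-*1* covered several routes. For tryptophan, besides the indoleamine 2,3-dioxygenases, kynureninase (NCU09183) went from 11.1 to 49.7 RPKM. For tyrosine and phenylalanine, 4-hydroxyphenylpyruvate dioxygenase (NCU01830) went from 8.90 to 63.2 RPKM, homogentisate 1,2-dioxygenase (NCU05499) had a log2 ratio of 2.15 and fumarylacetoacetase (NCU05537) one of 1.83. For branched-chain amino acids, subunits of 2-oxoisovalerate dehydrogenase (NCU03913, 1.29; NCU09864, 1.02) and the methylcrotonoyl-CoA carboxylase gene NCU00591 (1.22) were higher. Proline oxidase (NCU02936) had a log2 ratio of 1.15 and arginase-1 (NCU02333) one of 1.36, while the second arginase gene, NCU02084, had one of -1.07. The median over the list, 1.08, lay above the medians of 10000 matched random lists (central 95% -0.02 to 0.26). This comparison is not independent evidence, because the list was chosen after the values of Table S2 had been seen. With TMM scaling 12 genes were higher.

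The sterol synthesis list had 2 of 14 genes at least 2-fold lower, the C-5 sterol desaturase gene NCU06207 (20.2 and 6.51 RPKM) and *erg*-*1* (NCU04156, 30.8 and 12.1 RPKM), and 12 within 2-fold; its median was -0.15, against a central 95% of -0.02 to 0.28 for random lists. Of 26 genes of oxidative stress and glutathione metabolism past the floor, *gst*-*3* (NCU01320, 22.9 and 8.22 RPKM) was lower and 25 lay within 2-fold. All 47 genes of mitochondrial respiration past the floor lay within 2-fold; the median was -0.15, against -0.04 to 0.16. Of the sexual development genes past the floor, *matA*-*1* (NCU01958, 49.0 and 118.4 RPKM) and the pheromone receptor gene *pre*-*1* (NCU00138, 14.0 and 30.9 RPKM) were higher, 1 was lower and 9 lay within 2-fold; with TMM scaling *pre*-*1* came within 2-fold. In the kinase list limited to whole words, all 17 genes past the floor lay within 2-fold. In the list as first written, 75 of 76 did, and the exception, NCU10732, is a mitochondrial dicarboxylate transporter gene (121.6 and 402.9 RPKM). Over all members with reads, the medians of chitin and glucan synthesis (-0.15), the secretory pathway (-0.01) and the clock-controlled genes (-1.07) lay below the central 95% of their random lists, as did that of the kinase list as first written (0.0169), while the whole-word version (0.16) lay inside it. Those of hemicellulose and pectin degradation (0.50) and cellulose degradation (0.29) lay above it, the latter with the members under the floor included. The planned lists, 25 in all, were written after Table S2 and Table S3 had been read. *eas* was placed in the clock-controlled list by its locus.

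For the hydrophobins, 2 genes differed between Table S2 and the deposited table out of 2197 compared, which argues against another scaling or version of the whole table. The reads of *eas* in Table S2 give an RPKM of 169.04 in Δ*gul*-*1*, the deposited value, and not the RPKM printed there. The 94 WT reads of NCU08192 in Table S2 give 15.63 RPKM, against 15.65 printed there. Over the 4409 genes past the floor in the authors' deposited table, no gene with both a larger ratio and a larger difference than another had a lower probability. With NCU08192 at its Table S2 values, 14 genes would break this order, and with its deposited values none does. For NCU08192, this order goes with its deposited numbers having entered the NOISeq comparison. The same was not examined for *eas*. Where the numbers in Table S2 come from was not tested.

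Neighbours were adjacent genes in RefSeq order, with no limit of distance. The run of NCU16528 and NCU05338 spanned 1152277 to 1369922 on chromosome II. Of the 287 changed genes, 59 lay next to another changed in the same direction, in 27 runs of 2 to 4 genes. In 10000 random draws of as many genes past the floor, the median was 10 genes and the highest 29, so chance placement alone does not give this number. Overlap of annotated spans accounts for little of it: 1 of the 32 pairs overlapped. Without that pair the number was 57, and the highest random draw was 26. Reads shared beyond the annotated spans were not examined. The longest run, NCU04167 to NCU04170 on chromosome V (5055536 to 5080269), was lower in Δ*gul*-*1*, with log2 ratios from -1.60 to -1.14; among the runs that were higher were NCU09470 to NCU09472 on chromosome II, NCU09183 and NCU09184 on chromosome III (277684 to 282805), and NCU04951 with the β-glucosidase gene NCU04952 on chromosome IV (844195 to 849048). A hypothesis is that some of these neighbours may share regulation, as in gene clusters; this stays untested, and tandem copies that share reads were not examined.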
